# Genome-Wide Analysis of Acute Endurance Exercise-Induced Translational Regulation in Mouse Skeletal Muscle

**DOI:** 10.1371/journal.pone.0148311

**Published:** 2016-02-04

**Authors:** Hiroaki Sako, Koichi Yada, Katsuhiko Suzuki

## Abstract

Exercise dynamically changes skeletal muscle protein synthesis to respond and adapt to the external and internal stimuli. Many studies have focused on overall protein synthesis to understand how exercise regulates the muscular adaptation. However, despite the probability that each gene transcript may have its own unique translational characteristics and would be differentially regulated at translational level, little attention has been paid to how exercise affects translational regulation of individual genes at a genome-wide scale. Here, we conducted a genome-wide translational analysis using ribosome profiling to investigate the effect of a single bout of treadmill running (20 m/min for 60 min) on mouse gastrocnemius. Global translational profiles largely differed from those in transcription even at a basal resting condition as well as immediately after exercise. As for individual gene, Slc25a25 (Solute carrier family 25, member 25), localized in mitochondrial inner membrane and maintaining ATP homeostasis and endurance performance, showed significant up-regulation at translational level. However, multiple regression analysis suggests that Slc25a25 protein degradation may also have a role in mediating Slc25a25 protein abundance in the basal and early stages after acute endurance exercise.

## Introduction

The regulation and dynamics of protein synthesis and amino acid metabolism have been intensively investigated to understand the underlying mechanisms of muscle adaptation to exercise. The use of stable isotope tracers, for example, has advanced our understanding of the regulation of overall muscular metabolism of amino acids and protein synthesis [1–4]. It has been known that during acute endurance exercise global muscular protein synthesis decreases in human and rodents [5,6]. The fall in global protein synthesis can be largely mediated by activated AMPK (AMP-activated protein kinase) and decreased mTOR (mammalian target of rapamycin) signaling [7,8]. However, despite the intensive studies of global protein synthesis, some individual synthesis rates of proteins, and related signaling cascades [9,10], few studies have focused on the skeletal muscle protein synthesis or translational regulation of individual genes in a genome-wide scale. This is mainly due to the lack of methodology to investigate genome-wide translational dynamics [11].

In 2009, a pioneering study introduced a novel method, named ribosome profiling, to examine a genome-wide translational regulation using next generation sequencer [12]. In ribosome profiling [12,13], translating ribosomes are chemically stalled and mRNA regions that are not protected by ribosomes are enzymatically digested (i.e., mRNA regions that are not under translation at this point are removed). In contrast, mRNA regions that are protected by ribosomes, called ribosome-protected fragments (RPF) with the length of approximately 30 nucleotides (nt) in mammals, are extracted and deep-sequenced. As in standard high-throughput mRNA sequencing (mRNA-Seq) where highly expressed genes are indicated by more aligned sequenced reads, genes with more aligned RPF suggest more active translation. Therefore, using ribosome profiling, it is now possible to investigate the genome-wide translational regulation focusing on individual genes rather than overall picture of protein synthesis. Here, we carried out a genome-wide translational analysis to investigate the effect of a single bout of endurance exercise on mouse working muscle mainly focusing on highly expressed genes.

## Materials and Methods

### Accession number

The sequenced and processed files from this article have been deposited in the National Center for Biotechnology Information’s Gene Expression Omnibus under the accession number GSE69699.

### Animals and endurance exercise

Seven-week-old male C57BL/6J mice, purchased from Kiwa Laboratory Animals (Wakayama, Japan), were first acclimated to the lab environment for a week (temperature controlled at 23°C with 12 h light/12 h dark cycle and fed with normal chow) followed by acclimation to motorized treadmill (Natsume, Kyoto, Japan) for approximately 10 min. After another one week, mice were randomly allocated into five different groups: no exercise (n = 6), immediately after exercise (n = 6), post 1 h of exercise (n = 6), post 2 h of exercise (n = 6), and post 4 h of exercise (n = 6). The exercise group mice underwent treadmill running at 20 m/min for 1 h. At the indicated time points, translational inhibitor, 5 μl of 50 mg/ml cycloheximide (Sigma, St. Louis, MO) in PBS was injected into right gastrocnemius of all the mice (aged 9 to 10 weeks) under isoflurane anesthesia and the right gastrocnemius was immediately harvested, followed by brief wash in 100 μg/ml cycloheximide in PBS and flash-frozen in liquid nitrogen. The cycloheximide-treated samples were further processed for mRNA-Seq and ribosome profiling as described below. Left gastrocnemius was harvested for western blotting and real time PCR analyses. All the animal experiments were approved by the Institutional Animal Care and Use Committee at Waseda University (approval number: 2014-A085) in accordance with the guidelines of Ministry of Education, Culture, Sports, Science and Technology of Japan for animal experimentation at research institutes.

### Total RNA extraction for mRNA-Seq and ribosome profiling

Ribosome profiling protocols were modified from the original [12,13]. The right gastrocnemius was homogenized in 1.2 ml of ice-cold lysis buffer [20 mM Tris HCl pH7.4, 150 mM NaCl, 5mM MgCl_2_, 1 mM DTT, 100 μg/mL cycloheximide (Sigma, St. Louis, MO), TURBO DNase I 25 U/mL (Ambion, Life Technologies, Carlsbad, CA), and 1% Triton X-100 (Sigma)], followed by centrifugation at 15,000 g for 10 min at 4°C. Supernatant from the lysate was separated in two 600 μl aliquots; one for mRNA-Seq and the other for ribosome profiling. To avoid the statistical underestimation of exercise effect by the large variation of individual biological differences, we combined 3 different mouse muscles to prepare 1 biological replicate and created 2 totally independent biological replicates for each of the control and exercise groups. Therefore, three sets of 100 μl of the aliquot from 3 individual mice were combined together to create 1 biological replicate (i.e., 1 biological replicate is composed of 3 different mice both in mRNA-Seq and ribosome profiling).

### ribosomal RNA (rRNA) removal, 5′ phosphorylation, and 3′ dephosphorylation from RPF

RiboMinus (Invitrogen, Life Technologies, Carlsbad, CA) was used to remove rRNA from RPF samples. For both fragmented mRNA and rRNA-deleted RPF, 5′ phosphorylation and 3′ dephosphorylation were carried out. The 3′ ends were first dephosphorylated at 37°C for 60 min in reaction mixture [10 U/μl T4 polynucleotide kinase (New England Biolabs, Beverly, MA), T4 polynucleotide kinase buffer without ATP, and 20 U/μl SUPERase In (Ambion)], immediately followed by 5′ phosphorylation for 30 min in the presence of 1 mM ATP (New England Biolabs) and RNA participation.

### Sequence library preparation, sequencing, and alignment

We prepared sequence library using Ion Total RNA-Seq Kit v2 (Ion Torrent, Life Technologies, Carlsbad, CA) according to the manufacturer’s protocols except that reverse-transcribed cDNA was gel-purified to remove excess primer dimers. The region (approximately 63 nt) was excised and recovered by the same protocols as described above. Sequencing was carried out using Ion PGM Template OT2 200 Kit, Ion PGM sequencer, Ion PGM Sequencing 200 Kit v2, and Ion 318 Chip Kit v2, according to the manufacturer’s instructions (Ion Torrent). Base-calling and alignment were conducted using the built-in Ion Torrent software (V4.0.1) and the reads shorter than 24 nt were removed. Sequenced reads were mapped and aligned to coding DNA sequences extended to 25 nt upstream of translational start site of each gene, retrieved from GRCm38 using Biomart MartView (http://www.biomart.org/biomart/martview) [14]. As for reads with multiple hit, the best hit was aligned. All the figures and statistics below were created by the R software, if not otherwise specified.

### Reproducibility and validity of sequencing

To compare the reproducibility of two independent biological replicates, aligned read counts were normalized by total read count (RPM: Reads Per Million). For validation of ribosome profiling, triplet periodicity was confirmed. For each gene, 5´ end position of aligned reads was grouped into 0, -1, or +1 relative position to the main coding frame and the ratios of each frame were calculated. As for RPF density around the beginning of start codon, cumulated RPF counts throughout all the reference genes at each base position were divided by the average RPF counts (up to the first 140 nt).

To determine minimum threshold of read counts, read counts of one replicate were divided by total read counts composed of both replicates to calculate the fraction of one replicate. In a case of perfect reproducibility, the fraction would be 0.5. Based on average read counts, genes were binned and SD of the fraction was computed for each bin. The SD was predicted using binominal partitioning of the read counts. The variation in the binominal partitioning, derived from counting errors, should be smaller than the variation in the biological replicates to clearly take into account of the biological variations in the statistical analysis of differentially expressed genes. Therefore, a minimum read count, 125 RPM, was selected because variation between biological replicates becomes stably larger than that predicted from counting statistics approximately from 125 RPM.

### Sequenced data analysis

Focusing on 1011 genes (>125 RPM), principal component analysis was carried out. We plotted PC1 and PC3, well representing the differences between the profiles of transcription/translation and no exercise/exercise, respectively. To detect differentially regulated genes at transcriptional and translational levels, edgeR was used with TMM normalization [15,16]. For the differentially regulated genes, pathway enrichment analysis was conducted using InnateDB [17] with hypergeometric algorithm and Benjamini Hochberg *P*-value correction where pathways in KEGG [18] were only focused. As for the known TOP motif genes, we focused only on highly expressed genes (> 125 RPM). Translational efficiency was obtained by dividing normalized RPF counts by normalized mRNA-Seq counts. Kolmogorov-Smirnov test was used for statistics.

### Real time qPCR and western blotting

Total RNA was extracted using TRIzol (Invitrogen), followed by cDNA synthesis using High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Life Technologies, Carlsbad, CA) according to manufacturer’s instruction. Gene expressions were determined using SYBR Green (Applied Biosystems) with primers of Slc25a25, Mmp2 (Matrix metalloproteinase-2), Nrf2 (Nuclear Factor (erythroid-derived 2)-like 2), Atrogin1, MuRF1 (Muscle RING-Finger Protein-1), Pmpca (Peptidase mitochondrial processing alpha), Yme1l1 (YME1-like 1 ATPase), and Immp2l (IMP2 inner mitochondrial membrane peptidase-like) (Takara Bio, Kyoto, Japan). For internal control, Actin beta (Takara Bio) was used. Protein was extracted using PARIS kit (Ambion) supplemented with protease inhibitor cocktails (Thermo Fisher Scientific, Carlsbad, CA) according to manufacturer’s instruction. For western blotting, 5 μg of total protein was loaded into 4–12% Bis-Tris precast polyacrylamide gel (Thermo Fisher Scientific), followed by electrophoresis and transferring to PVDM membrane using iBlot 2 system (Thermo Fisher Scientific). Anti-SLC25A25 (GeneTex, Irvine, CA) and anti-GAPDH (Cell Signaling, Danvers, MA) for internal control were used and ECL (GE Healthcare, Pittsburgh, PA) was used for detection. The experiments were repeated to confirm the reproducibility. As for statistics, one-way ANOVA with Tukey was used. Based on the results of real time qPCR and western blotting, Pearson correlations were calculated between Slc25a25 protein abundance and other gene expressions in each group. The correlation patterns were visualized by Cytoscape [19]. We then carried out multiple linear regression analysis using the expression levels in the groups: no exercise, immediately after exercise, and post 1 h of exercise, in which all the genes were initially included to validate the model and then the least significant gene was repeatedly removed at each validation (i.e., Slc25a25 mRNA, Atrogin1, MuRF1, and Yme1l1 were removed).

## Results

We conducted a genome-wide analysis using mRNA-Seq and ribosome profiling to investigate the transcriptional and translational regulation in mouse gastrocnemius during a single bout of endurance exercise. 

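The data covered 4 conditions, mRNA-Seq and ribosome profiling of gastrocnemius without exercise and immediately after exercise, with 2 biological replicates in each. Each replicate pooled the right gastrocnemius of 3 mice, and the exercise groups had run on a treadmill for 60 min at 20 m/min. Cycloheximide, which stalls ribosomes on the mRNA, was injected into the muscle before it was taken. One aliquot of the pooled lysate gave the mRNA-Seq library, in which reads on a gene follow its mRNA abundance. The other aliquot gave the ribosome profiling library, in which only the ribosome-protected fragments (RPF) were sequenced and reads follow the ribosomes on the coding sequence. The authors removed reads shorter than 24 nt and aligned the rest to coding sequences of GRCm38 extended to 25 nt upstream of the start codon. A read with several hits was kept at its best hit, so genes with near-identical copies share or lose reads. The deposited values are RPM, the reads of each gene per 1000000 aligned reads of that replicate.
In every replicate the RPM of all genes were whole multiples of the value of 1 read, which gave the number of aligned reads. mRNA-Seq had 377294 and 1133896 aligned reads in replicates 1 and 2 without exercise, and 910117 and 1145365 after exercise. Ribosome profiling had 511271 and 609485 aligned reads without exercise, and 785694 and 324056 after exercise. A gene at 125 RPM was thus measured by 143.2 reads in the deepest library, mRNA-Seq exercise replicate 2, and by 40.5 reads in the least deep, RPF exercise replicate 2. The smallest RPM that 3 reads can show ranged from 2.62 to 9.26 between the same libraries. Of the 21302 genes with a read in any sample, 1011 had a mean above 125 RPM in at least 1 of the 4 conditions and were analysed. They held 84.2% and 85.7% of the mRNA-Seq RPM without and with exercise, and 81.0% and 78.3% of the RPF RPM. Actr5 alone took 10.9% and 16.7% of the RPF reads without exercise and 7.97% and 15.8% after exercise, which lowers the RPM of every other gene in those libraries.
RPM were scaled within each assay by a trimmed mean of M-values, with factors from 0.918 to 1.12, and tested as log2(scaled RPM + 1) with limma, a linear model that shares the estimate of the spread among genes. A fold change on this scale understates the change of genes with low RPM. With 2 replicates against 2, an exact permutation test has 3 splits and cannot give a P below 0.333. The labels number the replicates 1 and 2 in each condition, so each comparison was also fitted with the replicate number as a block. The pools with and without exercise were different mice, so between these groups an equal number joins no animals and the block is arbitrary. Between mRNA-Seq and RPF of a group, aliquots of the same lysates were used, and there the number can mark a true pair. Across the 1011 genes, the deviations of equally numbered samples from their condition means correlated at 0.192 between mRNA-Seq without and with exercise, and at 0.029 between RPF without and with exercise. Between mRNA-Seq and RPF of the same number, this correlation was 0.023 without exercise and 0.073 with exercise.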

Two fully independent biological replicates showed highly reproducible outcomes (S1 Fig). 

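Over the 1011 genes above 125 RPM, log2(RPM + 1) of replicates 1 and 2 had a Pearson correlation of 0.967 in mRNA-Seq without exercise (95% confidence interval over genes 0.962 to 0.970) and 0.975 in mRNA-Seq after exercise (0.972 to 0.978). In ribosome profiling the correlation was 0.981 without exercise (0.979 to 0.983) and 0.918 after exercise (0.907 to 0.927). These are correlations across genes within a pair of samples, and genes are not independent replicates. The Spearman rho was 0.968, 0.973, 0.964 and 0.877 in the same order. The median absolute difference between replicates on the log2 scale lay between 0.212, in RPF without exercise, and 0.333, in mRNA-Seq after exercise. A difference of more than 4 fold between the replicates was seen for 14 and 8 genes in mRNA-Seq and for 5 and 35 genes in ribosome profiling, without and with exercise. The 35 genes belong to the condition that holds the least deep library, with 324056 aligned reads. Using every gene with a read in both replicates, between 10949 and 14656 genes, lowered the correlations to 0.881 and 0.915 in mRNA-Seq and to 0.919 and 0.880 in ribosome profiling. This was the largest move in each pair except RPF after exercise, where the Spearman rho moved it slightly more. From correlations of this kind in S1 Fig, the paper concludes that the replicates were highly reproducible.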

Importantly, successful ribosome profiling data shows unique characteristics of the aligned reads, exemplified by triplet periodicity and a sharp RPF peak at the translational start sites [12,20]. This triplet periodicity comes from the ribosomal kinetics during translation. Because translating ribosomes move by 3 nt by 3 nt on mRNA, read counts of the 5´ end of aligned RPF results in uneven distribution, in which the strongest peak at a coding frame indicates the main coding frame [12,20]. This striking feature was only present in ribosome profiling but not in mRNA-Seq (Fig 1, S2 Fig). Moreover, we also observed a sharp RPF peak in all the RPF replicates exactly 4 codons upstream of the start codon (Fig 1), which perfectly agrees with the previous analyses [20,21]. The strong RPF peak reflects relatively longer resident time of ribosomes at the start codon. It is known that when harvesting cells without flash-freezing or no translational inhibitor, the RPF peak near start codon disappears due to the failure of successful stall of ribosomes [12]. Given the observed unique features in ribosome profiling, the results support that translational profiles of skeletal muscle with or without endurance exercise were successfully captured in the current study.

**Fig 1:**
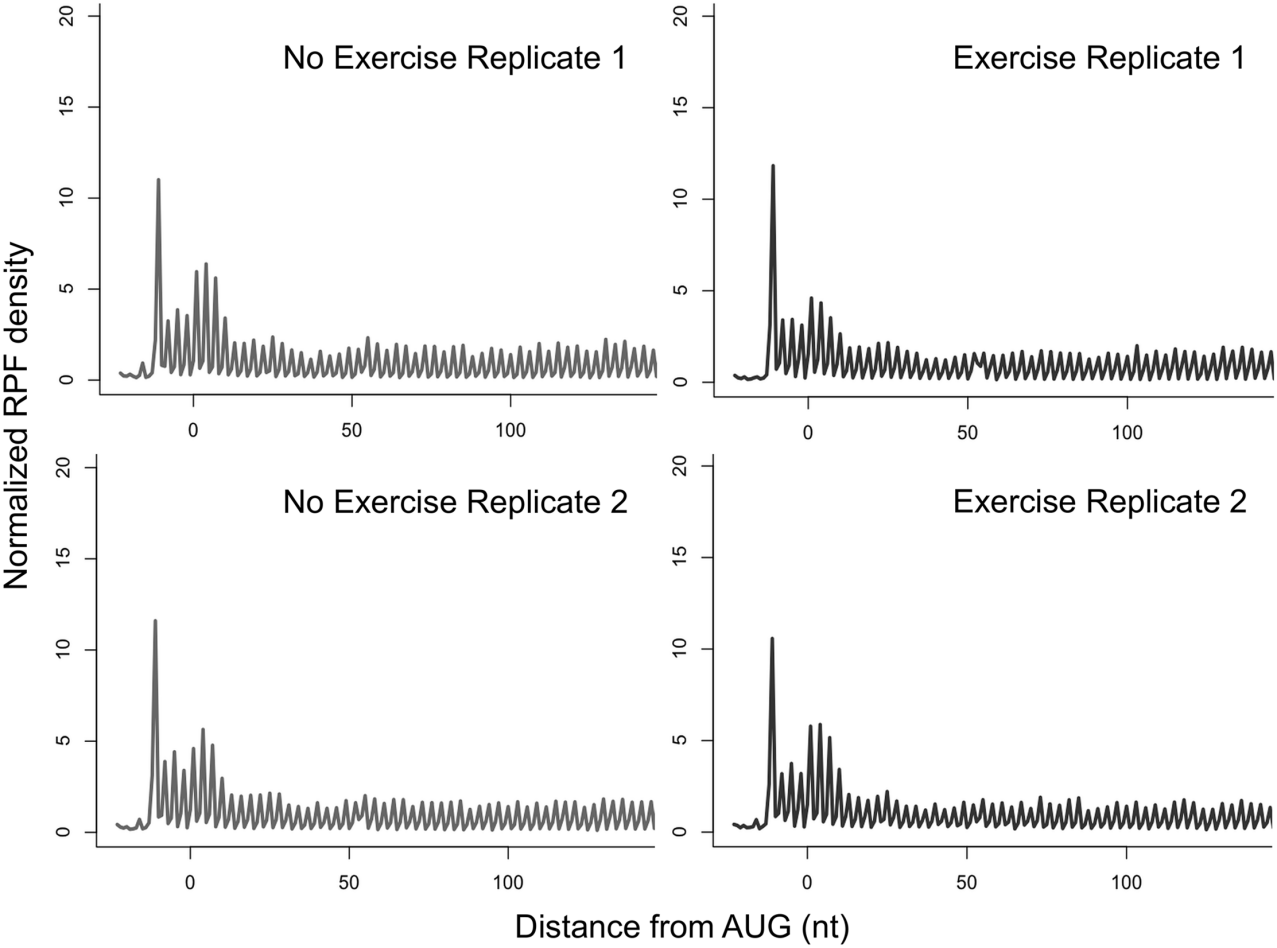
Validity of ribosome profiling data. Metagene analysis of normalized RPF density at the corresponding base positions relative to the start codon was shown for each replicate.

We then determined minimum expression threshold for reliable quantification of transcription and translation of genes. 

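The comparison rests on the RPF exercise replicates, with 785694 and 324056 aligned reads. For each gene, the RPM of replicate 1 was divided by the sum of the RPM of both replicates, so that a gene with equal RPM in both has a fraction of 0.5. Genes were sorted by mean RPM and placed in bins of 50 genes between 5 and 250 RPM, which gave 173 bins. The SD of the fraction in a bin holds both the differences between replicates and the chance partitioning of a limited number of reads. The latter was estimated by dividing the reads of each gene at random between the replicates according to their depth, and binning the genes again.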

To this end, we measured the reproducibility of the independent biological replicates in ribosome profiling and compared variation in the inter-replicates with that from counting statistics [12,22] (Fig 2). For the genes with less aligned reads, binominal partitioning predominated the variation in the biological inter-replicates (i.e., variation predicted from counting statistics was similar to that in the inter-replicates). 

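In the bin with a mean of 10.0 RPM, the SD of the fraction was 0.130 between the RPF exercise replicates, and 0.107 was predicted from counting. At 50.1 RPM the SD was 0.115 and the prediction 0.072. Over the 166 bins below 125 RPM, the median ratio of the observed to the predicted SD was 1.29, and 140 of the bins lay above the prediction. In 15 of these bins, the highest at 11.9 RPM, all 50 genes had the same fraction and the SD was 0. The choice of the prediction moved these values most. Against a predicted SD of 1/sqrt(RPM), which takes no account of the depth, the SD at 50.1 RPM was below the predicted 0.141, and 5 of the 166 bins lay above the prediction. From the low range of RPM, the paper reasons that partitioning of the reads accounts for most of the variation between replicates.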

However, when more reads are available, approximately more than 125 RPM, the effect of binomial partitioning was attenuated and other sources of variation (e.g., individual differences) became larger (i.e., variation in the inter-replicates was larger than that from counting statistics). 

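At 124.8 RPM the SD of the fraction between the RPF exercise replicates was 0.102, against 0.047 predicted from counting, and at 200.8 RPM it was 0.119 against 0.037. All 7 bins above 125 RPM lay above the prediction, with a median ratio of 2.89. Every bin from 28.7 RPM upward had a larger SD than predicted from the number of reads behind each value. This limit depended on how the prediction was made. It was 124.8 RPM with a predicted SD of 1/sqrt(RPM), 15.0 RPM with bins of 100 genes, and 154.5 RPM with the scaled median absolute deviation in place of the SD. In the RPF replicates without exercise the limit was 80.9 RPM. From the RPM at which the variation between replicates stays above that of counting statistics (Fig. 2), the paper concludes that other sources of variation, such as individual differences, prevail there.

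**Figure D1:**
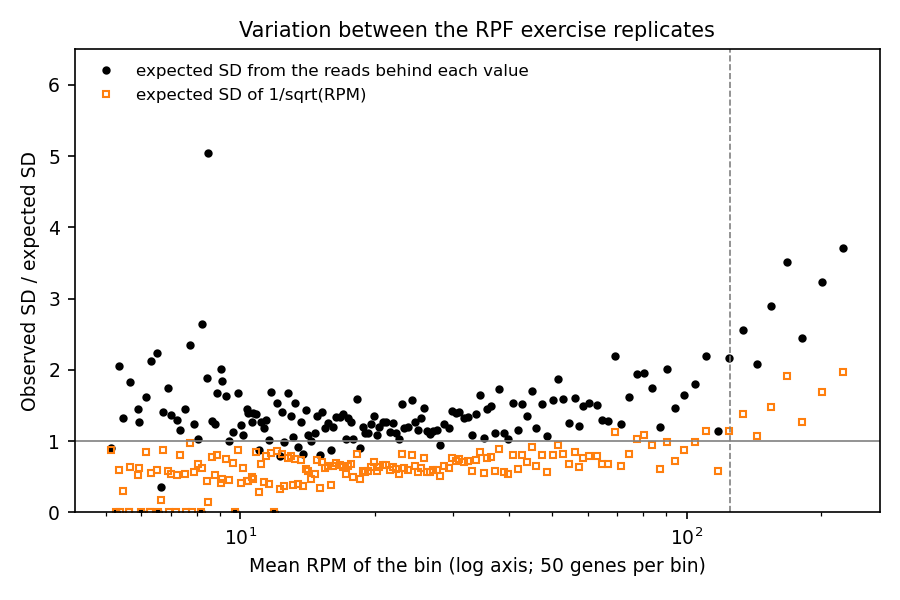
Observed SD of the replicate fraction divided by the predicted SD, against the mean RPM of each bin of 50 genes (log axis), for the RPF exercise replicates. Filled circles use the prediction from the reads behind each value and open squares a predicted SD of 1/sqrt(RPM), the horizontal line marks equal SDs and the dashed line 125 RPM. The circles stay above 1 from 28.7 RPM and the squares from 124.8 RPM.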

Therefore, we selected the genes with more than 125 RPM for downstream analyses.

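A mean above 125 RPM over the 2 replicates was reached by 500 genes in mRNA-Seq without exercise, 494 in mRNA-Seq after exercise, 675 in RPF without exercise and 766 in RPF after exercise. Together these were 1011 genes, the number the paper analysed. Only 280 genes passed 125 RPM in all 4 conditions, and 1135 genes did so in at least 1 of the 8 samples. In the GENCODE M21 annotation of GRCm38, 981 of the 1011 genes are protein coding, 25 are annotated as pseudogenes, and 2 are not listed.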

**Fig 2:**
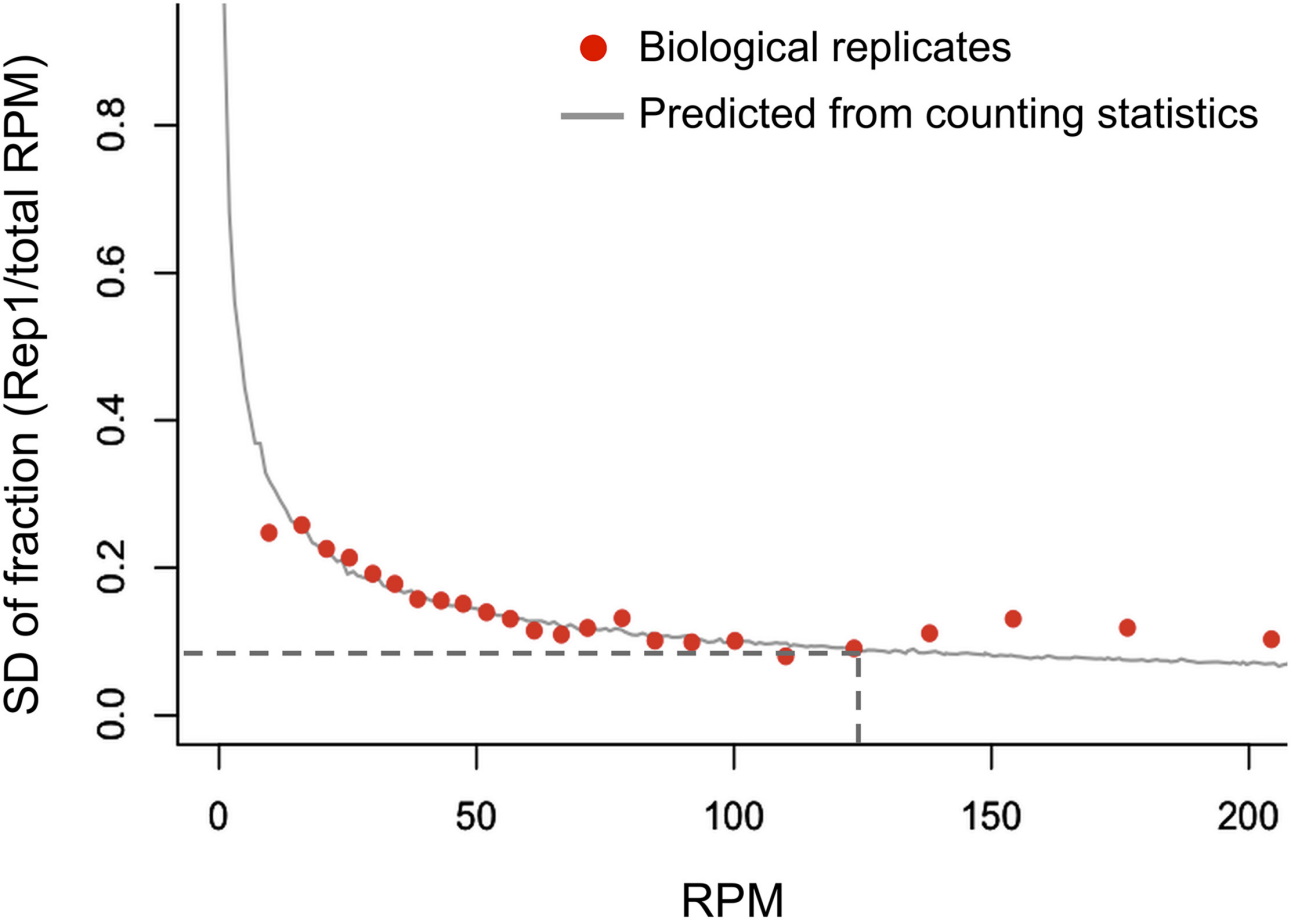
Determination of minimum read counts for downstream analyses. For reliable downstream measurements, minimum read counts were determined using the independent biological replicates of ribosome profiling (immediately after exercise). For each gene, the fraction of reads (read counts of one replicate divided by total read counts derived from both replicates) was calculated. Based on average read counts, genes were binned and standard deviation (SD) of the fraction was computed for each bin. The SD for counting statistics between the replicates was predicted using binominal partitioning of the read counts. The minimum read count (125 RPM) is indicated by a dashed line from where error between biological replicates becomes stably larger than error from counting statistics. RPM: Reads Per Million.

To investigate the global features of transcriptional and translational profiles, principal component analysis was carried out (Fig 3). 

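The principal component analysis used log2(scaled RPM + 1) of the 1011 genes in the 8 samples, each gene centred and scaled to unit variance. PC1 accounted for 80.98% of the variance, PC2 for 5.04%, PC3 for 4.14% and PC4 for 3.56%. Centring the genes without scaling them raised PC1 to 91.89% and lowered PC3 to 1.69%. With the 280 genes above 125 RPM in every condition, PC1 fell to 64.28% and PC3 rose to 7.02%.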

Intriguingly, there were notable distinctions between transcription and translation as well as with and without exercise. 

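Along PC1 the 4 mRNA-Seq samples had scores from -30.36 to -24.57 and the 4 ribosome profiling samples from 25.66 to 27.93, so the gap between the assays was several times the spread within either. On PC3 the RPF replicates 1 and 2 had scores of -9.0 and -2.89 without exercise and of -0.44 and 11.9 after exercise. Both exercise replicates lay above both no exercise replicates, yet they were farther from each other than replicate 1 after exercise was from replicate 2 without exercise. The mRNA-Seq replicates had PC3 scores of -6.56 and 2.49 without exercise and of 1.09 and 3.41 after exercise, and the conditions overlapped. The highest PC3 score belonged to the least deep library, RPF exercise replicate 2. When each sample was left out in turn, the share of PC3 ranged from 4.22% to 4.88%, and the filter on 125 RPM in every condition moved it most, to 7.02%. From PC1 and PC3 (Fig. 3), the paper concludes that transcription and translation, and the states with and without exercise, were distinct.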

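On log2(scaled RPM + 1) over the 1011 genes, the Euclidean distance between the mean mRNA-Seq and the mean RPF profile was 86.2 without exercise and 87.78 after exercise. The distances between replicates of a condition were 19.33 and 16.77 in mRNA-Seq and 13.43 and 27.34 in RPF, without and with exercise. Across the genes of a single replicate, log2 RPM in mRNA-Seq and RPF had a Pearson correlation of 0.285 and 0.321 in replicates 1 and 2 without exercise and of 0.279 and 0.238 after exercise. The Spearman rho was 0.186 and 0.187 without exercise, and 0.150 and 0.120 after exercise. Genes are not independent replicates, and the filter admits a gene that is high in only 1 assay, which lowers these correlations. The RPF to mRNA-Seq ratio of the genes without exercise correlated with the ratio after exercise at 0.967. The share of PC1, on which the assays separated, moved most with the 280 genes above 125 RPM in every condition, from 80.98% to 64.28%. From the separation along PC1 with and without exercise, the paper concludes that translational profiles differ from transcriptional ones whether or not the mice exercised.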

The translational profiles were clearly different from those in transcription independent of exercise stimuli. 

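The distance between the mean profiles with and without exercise, on log2(scaled RPM + 1) over 1011 genes, was 14.33 in mRNA-Seq and 18.71 in RPF, a ratio of 1.30. The replicates of a condition were 19.33 (no exercise) and 16.77 (exercise) apart in mRNA-Seq, and 13.43 and 27.34 apart in RPF. The spread between replicates alone would place the means 12.8 apart in mRNA-Seq and 15.23 apart in RPF. After subtracting it, 6.46 remained in mRNA-Seq and 10.86 in RPF, a ratio of 1.68. With the replicate number as a block, the pairing taken from the labels, the mean distance within a number was 18.01 in mRNA-Seq and 23.45 in RPF, again a ratio of 1.30. The check of the pairing gave a correlation of 0.192 in mRNA-Seq and 0.029 in RPF. The ratio depended on the measure and on single samples. As the median absolute log2 change of a gene it was 0.90, from 0.225 in mRNA-Seq and 0.201 in RPF, and it ranged from 0.93 to 1.94 when each sample was left out. The ratio was not tested, and it rests on 2 replicates per condition. From the larger displacement of the RPF samples in Fig. 3, the paper concludes that exercise changed translation more than transcription.

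**Figure D2:**
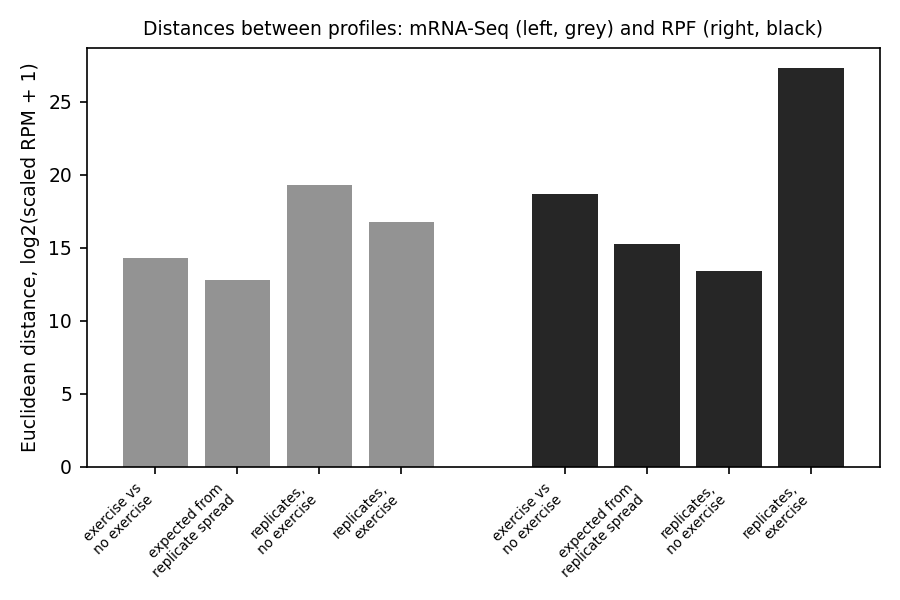
Euclidean distances between profiles of 1011 genes on log2(scaled RPM + 1), for mRNA-Seq (grey bars, left) and RPF (black bars, right). In each set the bars give the distance of the exercise mean from the no exercise mean, the distance expected from the replicate spread alone, and the distance between replicates without and with exercise. The exercise bar is 14.33 in mRNA-Seq and 18.71 in RPF, and the highest bar is the 27.34 between the RPF exercise replicates.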

Exercise-induced changes in translational profiles were larger than those in transcription. 

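The assays were compared gene by gene with limma, with the 4 samples without exercise in one fit and the 4 samples after exercise in another. Without exercise, 829 of the 1011 genes (82.0%) differed between RPF and mRNA-Seq at a Benjamini-Hochberg adjusted P under 0.05, of which 548 were higher in RPF and 281 lower. After exercise 836 genes (82.7%) differed, 572 higher and 264 lower. A difference of more than 4 fold was seen for 439 and 494 genes, and the median absolute log2 ratio was 1.77 and 1.99. The same 778 genes passed the threshold with and without exercise, all in the same direction. RPM were scaled within each assay, so these ratios compare shares of libraries that differed in composition. Mitochondrially encoded genes held 35.1% to 42.37% of the mRNA-Seq reads and 2.35% to 3.3% of the RPF reads. Leaving out Actr5 gave 588 genes higher and 257 lower without exercise, and 601 and 242 after exercise. The test cannot separate library composition from differences of single genes. The counts of genes that differed were 848 and 850 with the replicate number as a block, and the check of the pairing between the assays gave correlations of 0.023 and 0.073. Without a filter on low RPM, 2697 of 19924 and 3280 of 20042 genes differed, the largest move of the counts but a smaller share of the genes. Among the 307 and 300 genes above 125 RPM in every condition of the fit, 185 and 173 differed, also a smaller share. For exercise, 22 genes in transcription and 24 in translation had an unadjusted P under 0.01 in the same kind of fit. Which assay had more genes with an adjusted P under 0.05 depended on the fit, with 6 in transcription and 0 in translation in the main fits, 18 and 0 with the replicate block, 4 and 7 with all 8 samples in 1 model, and 21 and 25 without a filter on low RPM. The paper reasons from the separation of the assays at rest, and from the larger displacement with exercise in ribosome profiling, to its proposal that transcription and translation are largely regulated apart and that exercise acts more on translation.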

These results suggest that majority of translation and transcription can be regulated separately even at a basal resting condition and that exercise can induce larger changes in translation than in transcription immediately after a single bout of endurance exercise.

**Fig 3:**
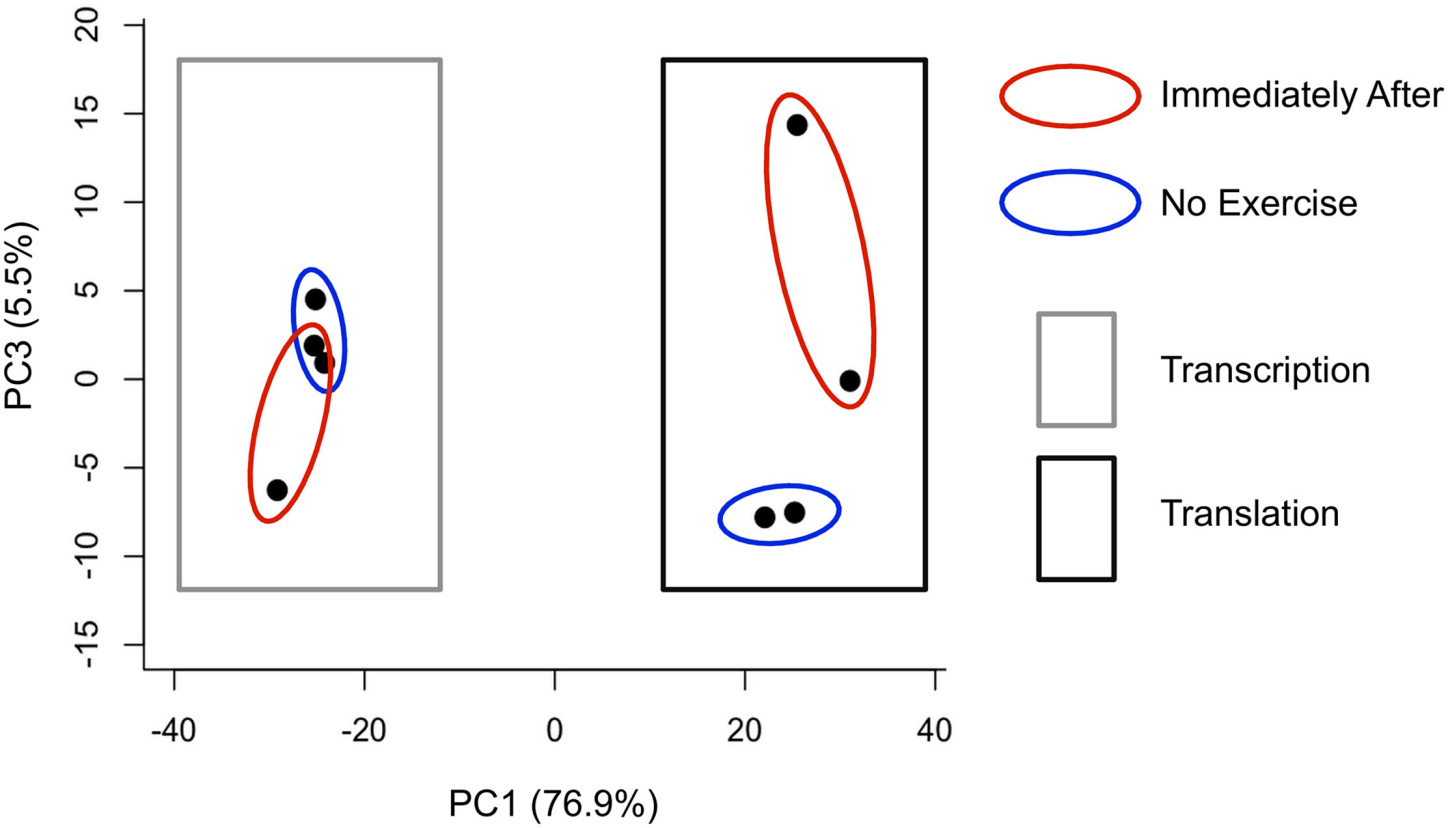
Principal component analysis of mRNA-Seq and ribosome profiling. Principal component analysis was conducted for each replicate targeting genes with more than 125 RPM (n = 1011). The replicates belonging to the same condition were circle together. The replicate derived from mRNA-Seq or ribosome profiling was surrounded by a rectangle colored in grey or black, respectively.

To identify differentially expressed genes at transcriptional and translational levels, we compared the expression with and without exercise (S3 Fig). 

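Among the 1011 genes, the log2 change with exercise had an SD of 0.451 in mRNA-Seq and 0.585 in RPF. The interquartile range was 0.448 in mRNA-Seq and 0.401 in RPF, so the middle of the distribution was no wider in RPF and the larger SD came from its tails. More than a 2 fold change was seen for 31 genes in mRNA-Seq, 18 up and 13 down, and for 55 genes in RPF, 45 up and 10 down. A change of more than 4 fold was seen for 6 and 14 genes. These are differences of the means of 2 replicates and include genes whose replicates lay far apart.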

At transcriptional and translational levels, 26 and 37 genes were differentially expressed (*P* < 0.01), respectively (S1 Table). 

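In limma fits of the 4 samples of each assay, 22 genes in transcription (15 up, 7 down) and 24 in translation (16 up, 8 down) had an unadjusted P under 0.01, and about 10.11 of the 1011 genes tested would pass this by chance alone. After Benjamini-Hochberg adjustment, 6 genes in transcription had an adjusted P under 0.05 and none in translation, where the smallest adjusted P was 0.0584. Over the alternatives these adjusted counts ranged from 0 to 21 in transcription and from 0 to 32 in translation. With the replicate number as a block, a pairing taken from the labels whose check gave a correlation of 0.192 in mRNA-Seq and 0.029 in RPF, 39 and 18 genes had a P under 0.01. The values of P and q in S1 Table are the paper's, and 26 genes in transcription (17 up, 9 down) and 35 up and 2 down of 37 genes in translation have a P under 0.01 there. Of these genes, 21 and 15 were also among the 22 and 24 genes, and all had the same direction.
The largest changes among the 22 genes with replicates that do not overlap were in Ddit4, Olfr924, Slc25a25, Aqp1 and Chgb. Chgb had 225.3 and 25.58 RPM in the mRNA-Seq replicates without exercise and 18.68 and 17.46 RPM after exercise (limma adjusted P = 0.249). Ddit4 (ENSMUSG00000020108, chromosome 10, 59949669 to 59951834) rose from 0.441 ± 0.624 to 35.4 ± 1.84 RPM (SD, n = 2), a log2 fold change of 4.751 (standard error 0.640, limma adjusted P = 0.000368). Olfr924 fell from 154.5 ± 123.0 to 24.8 ± 11.6 RPM (SD, n = 2), a log2 fold change of -2.358 (standard error 0.447, limma adjusted P = 0.0115), and had no RPF read in any replicate. In translation the largest changes were in Ddit4, Slc25a25, Nlrp4b, Ccn2 and B4galt4. B4galt4 rested on few RPF reads, with 1.956 and 3.281 RPM without exercise and 14.0 and 21.6 RPM after exercise (limma adjusted P = 0.318). Nlrp4b (ENSMUSG00000034087, chromosome 7, 10687789 to 10730168) rose from 68.2 ± 5.93 to 691.9 ± 51.5 RPM (SD, n = 2) in RPF, a log2 fold change of 3.224 (standard error 0.177, limma adjusted P = 0.0584). Its mRNA-Seq values were 13.7 ± 6.88 and 11.0 ± 3.15 RPM (SD, n = 2), a difference within the error. Ccn2 rose from 37.1 ± 5.49 to 233.2 ± 37.4 RPM (SD, n = 2) in RPF. Cfap58, among the 5 smallest P of the paper in translation, had 109.5 and 595.6 RPM in the RPF exercise replicates against 19.6 and 23.0 RPM without exercise, and its log2 fold change of 3.432 had a standard error of 0.966 (limma adjusted P = 0.407). Of the paper's 37 genes in translation, 15 had an RPF exercise replicate 2 more than 5 times replicate 1, and none of its 26 genes in transcription did so in mRNA-Seq. Leaving out each replicate in turn gave from 4 to 30 genes in transcription and from 7 to 55 in translation, and without a filter on low RPM there were 220 and 172.

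**Figure D3:**
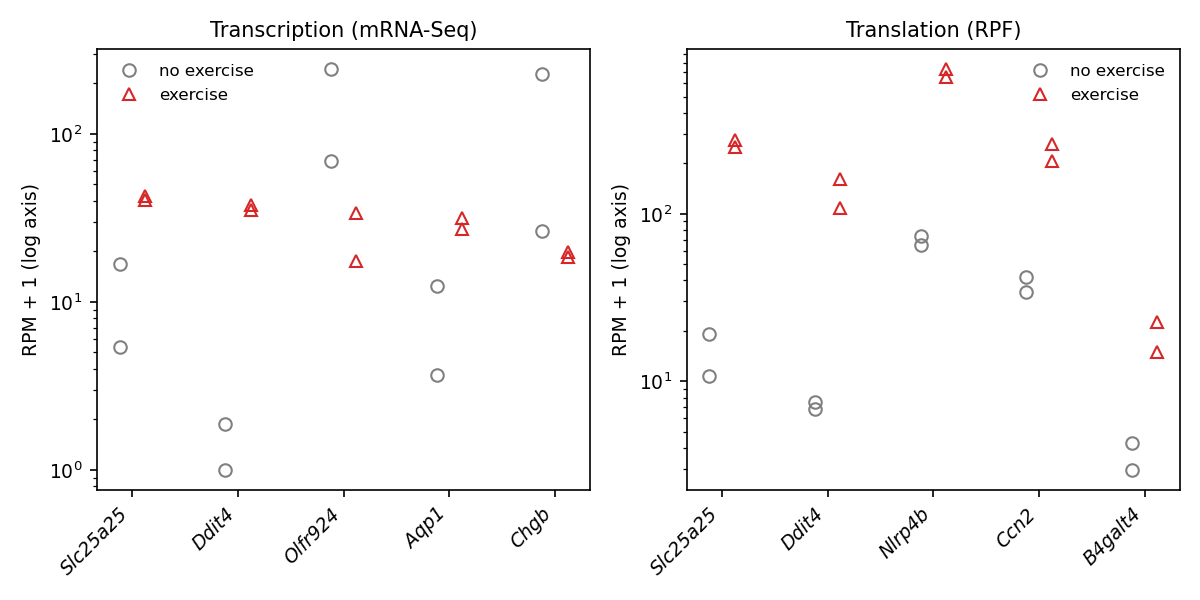
RPM + 1 (log axis) of the 5 genes with the largest change in transcription (mRNA-Seq, left) and in translation (RPF, right), with each replicate shown as a grey circle (no exercise) or a red triangle (exercise), 2 per group. In translation the Nlrp4b replicates lie at 72.4 and 64.0 RPM without exercise and at 655.5 and 728.3 RPM after exercise.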

Using those genes, pathway enrichment analysis was conducted and showed that a pathway related to amino acid metabolism was commonly enriched both in transcription and translation (S2 and S3 Tables). 

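In S1 Table, 7 genes have a P of the paper under 0.01 in both transcription and translation, namely Ddit4, Glul, Gm20594, Nr4a1, Ppp1r3c, Sgk1 and Slc25a25. In the limma fits, 5 of these (Ddit4, Nr4a1, Ppp1r3c, Sgk1 and Slc25a25) had an unadjusted P under 0.01 in both. Glul, which encodes glutamine synthetase, had a log2 fold change of 1.099 (standard error 0.393) in transcription and 0.967 (standard error 0.143) in translation, with limma adjusted P = 0.443 and 0.237. Ppp1r3c rose from 15.5 ± 3.10 to 58.8 ± 19.4 RPM (SD, n = 2) in mRNA-Seq and from 111.8 ± 5.03 to 387.3 ± 58.9 RPM (SD, n = 2) in RPF. The pathway test itself needs the gene lists of the pathway database and was not repeated. The input to it varied with the processing, since 13 genes in transcription and 14 in translation had a P under 0.01 when only genes above 125 RPM in every condition of the fit were used. With the replicate number as a block, a pairing from the labels with a check correlation of 0.192 and 0.029, the input was 39 and 18 genes. From the pathways listed for both sets in S2 and S3 Tables, the paper concludes that amino acid metabolism was enriched at both levels.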

Other pathways, associated with innate immunity, generic transcription, ion channel transport, phagosome, and glucose metabolism, were enriched only in the differentially regulated translation genes (S2 and S3 Tables).

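The genes that enter only the translation set of the paper are 30 of its 37, and 19 of its 26 genes enter only the transcription set. Of the 37 genes, 29 had RPF exercise replicates that both lay above or both lay below the no exercise replicates, and 24 of the 26 did so in mRNA-Seq. By limma, 15 of the 37 genes had an unadjusted P under 0.01 in translation. A gene past the threshold in translation alone is not thereby different from its change in transcription, and the interaction of assay and exercise tests that difference. It had a P under 0.01 by limma for 21 of the 1011 genes. Of these, 9 had a higher and 12 a lower RPF to mRNA-Seq ratio after exercise. None had an adjusted P under 0.05, the smallest being 0.107. The balance of directions depended on the scaling, since 13 genes had a P under 0.01 without it, 9 higher and 4 lower. There were 20 such genes with the replicate number as a block, beside check correlations of 0.192 and 0.029 for the pairing, and 42 without RPF exercise replicate 1, the sample whose removal moved the count most. From S2 and S3 Tables, the paper concludes that pathways of innate immunity, generic transcription, ion channel transport, the phagosome and glucose metabolism were enriched only among the genes regulated in translation.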

Closely focusing on the differentially regulated genes, we selected Slc25a25 for further analyses. 

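Slc25a25 was among the 7 genes with a P of the paper under 0.01 for both assays in S1 Table, where it ranks 5 by P in transcription and 2 in translation. In the limma fits it ranked 6 of 1011 by P in transcription and 5 of 1011 in translation. By the size of the log2 fold change it ranked 5 and 3.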

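Slc25a25 is listed in the files as ENSMUSG00000026819. In GRCm38 the gene lies on chromosome 2 from 32414487 to 32451445, on the minus strand, and is annotated as protein coding in GENCODE M21. The annotation holds 6 transcripts with a coding sequence, whose coding sequences are between 336 and 1542 nt long and whose 5′ untranslated regions are between 5 and 372 nt. Reads on all of them count toward the one value per gene. In muscle without exercise, the gene had 15.9 and 4.41 RPM in the mRNA-Seq replicates and 9.78 and 18.05 RPM in the RPF replicates.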

Slc25a25 is a mitochondrial protein residing on the mitochondrial inner membrane and having a critical role in maintaining ATP homeostasis [23,24]. The reasons why we selected Slc25a25 are: 1) Slc25a25 is one of the most differentially regulated genes at translational level, 2) Slc25a25 exhibited a significantly different regulation between transcriptional and translational levels, 3) knockout of Slc25a25 reduces the endurance performance during treadmill running [25], and 4) to our knowledge, the effect of exercise, including both resistance and endurance, on Slc25a25 dynamics has never been investigated. 

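On the first reason, the log2 fold change of Slc25a25 in translation was 4.096 (standard error 0.381, limma adjusted P = 0.0909, unadjusted 0.00045), rank 3 in size among the 1011 genes. Nlrp4b had the smallest P in translation, with an adjusted P = 0.0584 by limma. On the second reason, the interaction of assay and exercise, which tests whether the change in RPF exceeds that in mRNA-Seq, was 1.93 on the log2 scale for Slc25a25 (standard error 0.773, limma adjusted P = 0.588, unadjusted 0.0313), and it ranked 52 of 1011 genes by P. With the replicate number as a block the unadjusted limma values were 0.000965 for translation and 0.0325 for the interaction. The check correlations for the pairing from the labels were 0.029 in RPF and 0.192 in mRNA-Seq. Leaving out single samples placed the interaction between 1.115 and 2.739 on the log2 scale. Its unadjusted limma P was 0.0556 with a pseudocount of 0.1 and 0.00729 with a pseudocount of 5. Among the alternatives, leaving out RPF no exercise replicate 2 moved the fold change of Slc25a25 in translation most, from 18.8 to 26.8. From its rank in translation and the difference between the levels, together with reports on the knockout mouse, the paper chose Slc25a25 for further study.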

At transcription level, although mRNA-Seq showed a moderate expression change (approximately 4 fold increase), ribosome profiling showed much greater increase (approximately 18 fold) in translation level (Fig 4). 

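In mRNA-Seq, Slc25a25 had 15.9 RPM (6 reads, 95% Wilson interval 7.29 to 34.7) and 4.41 RPM (5 reads, 1.88 to 10.3) in the replicates without exercise. After exercise it had 39.56 RPM (36 reads, 28.6 to 54.8) and 41.91 RPM (48 reads, 31.6 to 55.6). In ribosome profiling it had 9.78 RPM (5 reads, 4.18 to 22.9) and 18.05 RPM (11 reads, 10.1 to 32.3) without exercise. After exercise it had 273.6 RPM (215 reads, 239 to 313) and 250 RPM (81 reads, 201 to 311). The means were 10.16 ± 8.13 and 40.73 ± 1.66 RPM (SD, n = 2) in mRNA-Seq, a ratio of 4.01 ± 3.21 (SD propagated from both means). In RPF they were 13.91 ± 5.85 and 261.8 ± 16.7 RPM (SD, n = 2), a ratio of 18.8 ± 8.00. Both exercise replicates lay above both no exercise replicates in either assay, for which the exact permutation test gives P = 0.333, the smallest that 2 against 2 replicates allow. On the log2(scaled RPM + 1) scale the change was 2.166 (standard error 0.479, limma adjusted P = 0.0347) in transcription and 4.096 (standard error 0.381, limma adjusted P = 0.0909) in translation. Pairing the replicates by number, as labelled, gave ratios of 2.49 and 9.50 in mRNA-Seq and of 28.0 and 13.8 in RPF, and with this replicate block the geometric mean ratios were 4.86 and 19.7. The check of the pairing gave correlations of 0.192 and 0.029. The few reads without exercise set the precision, and leaving out mRNA-Seq no exercise replicate 1 moved the ratio in transcription from 4.01 to 9.24.

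**Figure D4:**
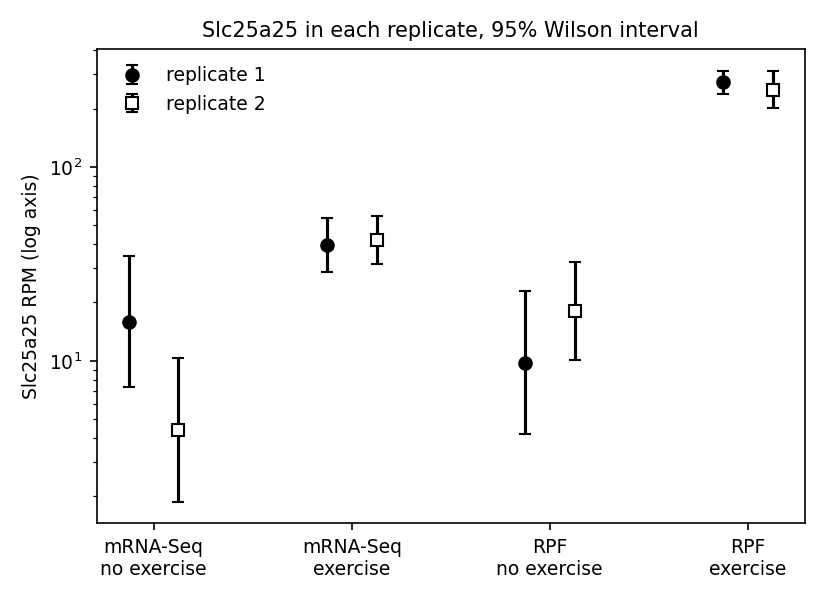
RPM of Slc25a25 (log axis) in each replicate of mRNA-Seq and RPF without and with exercise, with 95% Wilson intervals from the reads behind each value. Filled circles are replicate 1 and open squares replicate 2. The RPF values rise from 9.78 and 18.05 to 273.6 and 250 RPM, and the intervals are widest without exercise.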

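The ratio of exercise to no exercise for Slc25a25 was 4.01 ± 3.21 in mRNA-Seq and 18.8 ± 8.00 in RPF (SD propagated from the means of 2 replicates). Paired by replicate number, the smallest ratio in RPF, 13.8, was above the largest in mRNA-Seq, 9.50. The interaction of assay and exercise over the 8 samples was 1.93 on the log2 scale (standard error 0.773, limma adjusted P = 0.588, unadjusted 0.0313). With the replicate number as a block its unadjusted limma value was 0.0325, and the pairing check gave correlations of 0.192 in mRNA-Seq and 0.029 in RPF. Leaving out 1 sample at a time placed the ratio in transcription between 2.56 and 9.24 and the ratio in translation between 14.5 and 26.8. From the larger ratio in ribosome profiling, the paper proposes that expression of Slc25a25 immediately after exercise is governed mainly at the translation level.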

These results suggest that immediately after a single bout of endurance exercise, Slc25a25 expression can be regulated predominantly by translation level rather than transcription level.

**Fig 4:**
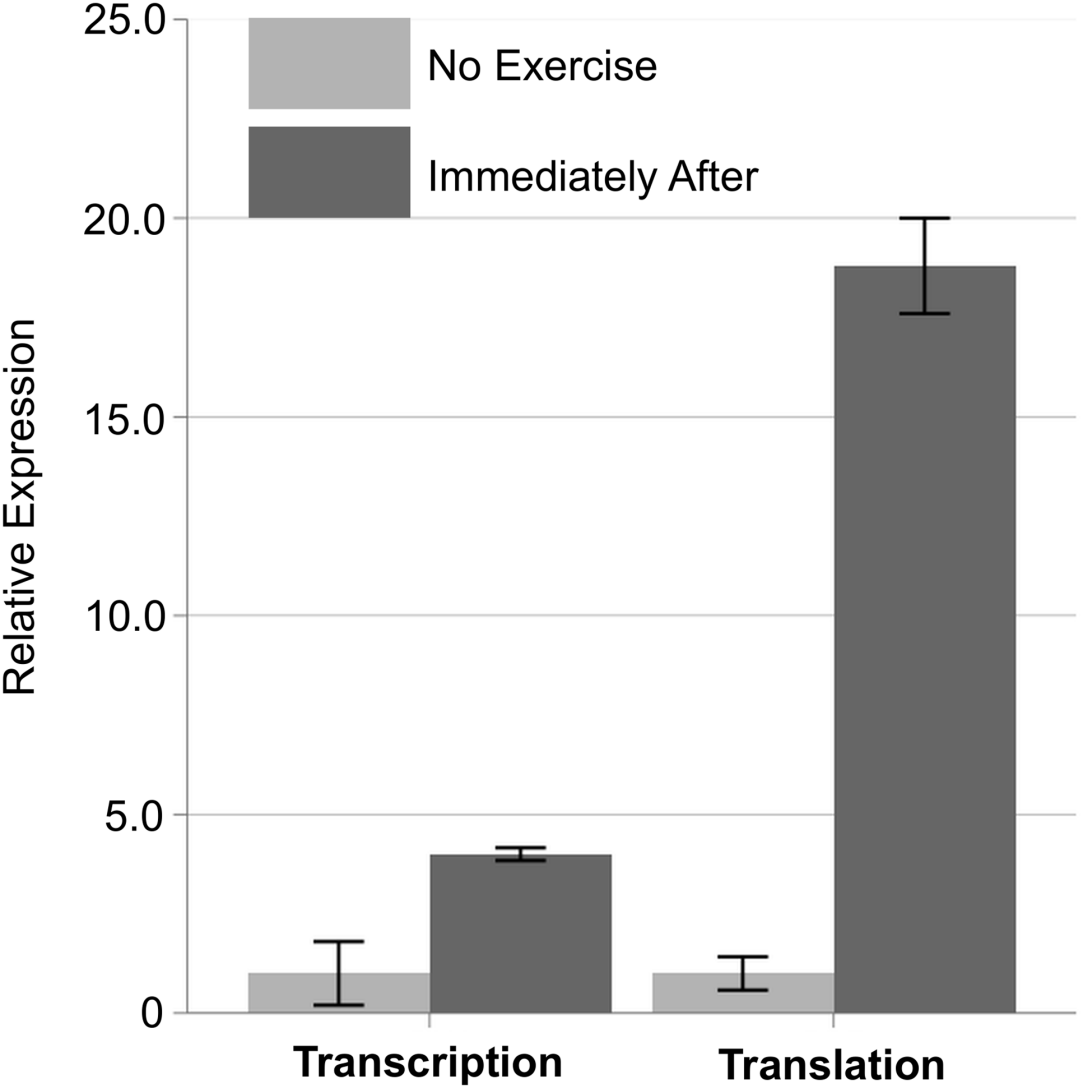
Quantification of transcription and translation levels of Slc25a25. The relative abundance of Slc25a25 transcription and translation, measured by mRNA-Seq and ribosome profiling, respectively, were compared with and without exercise using ribosome profiling. Mean ± SD.

mTOR signaling is a widely recognized translational regulator and activation of the cascade enhances translational initiation. However, it has been known that acute endurance exercise can decrease global protein synthesis [5,6] and mTOR signaling can be associated with the reduction [7,8]. Given this, it is unlikely that the currently observed translational up-regulation of Slc25a25 protein is mediated by mTOR signaling. 

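TOP motif mRNAs begin with a cytosine at the cap followed by a run of pyrimidines, and encode ribosomal proteins and translation factors. The list of known TOP genes used in the paper was not in the files analysed here. In its place, a list of cytosolic ribosomal protein genes, translation factors and a few other genes known as TOP genes (such as Tpt1 and Npm1) was written before the files arrived. Of the 1011 genes, 86 were on it, 76 of them ribosomal protein genes, and the other 925 genes were the comparison. In the annotated 5′ untranslated regions, a cytosine followed by pyrimidines over the first 5 nt or more opened at least 1 transcript of 28 of the 86 genes (32.6%). Among the 868 other genes with an annotated 5′ untranslated region it did so for 51 (5.9%). Annotated transcript starts can lie some bases away from the cap, so a gene with the motif can be missed.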

To support this, we investigated the effect of mTOR on translational regulation by focusing on TOP motif mRNA, known as pyrimidine rich sequence immediately downstream of 5′ cap [26] and functionally enriched in ribosome/ translation (S4 Table). These TOP and TOP-like mRNA are highly prone to mTOR suppression [26]. By analyzing the translational changes in these genes, we can assume whether mTOR signaling is suppressed and has negative impact on translation under a condition. 

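The change of translational efficiency with exercise was calculated per gene as the log2 ratio of RPF to mRNA-Seq after exercise minus that without exercise, from mean scaled RPM + 1. Its median was -0.341 (interquartile range -0.599 to 0.012) in the 86 TOP genes and 0.064 (-0.230 to 0.341) in the 925 other genes. The difference of medians was -0.405, with a permutation P = 1e-05, the smallest that 100000 resamples of the genes can give. The Kolmogorov-Smirnov test, which the paper used, gave D = 0.352 and P = 2.77e-09 over the genes. Genes are the units of both tests and are not independent replicates, so the tests do not carry the variation between mice. Translational efficiency fell in 64 of the 86 TOP genes (74.4%) and in 43.2% of the other genes. In mRNA-Seq the TOP genes had a median log2 change of 0.167, with 71 genes up and 15 down. In RPF their median was -0.196, with 29 up and 57 down, against -0.010 and 0.019 for the other genes in mRNA-Seq and RPF. The difference of medians was -0.510 in replicate 1 alone and -0.228 in replicate 2 alone, and -0.390 with the replicate number as a block. The pairing comes from the labels, and its check gave a correlation of 0.023 without exercise and 0.073 with exercise between the assays. Replicate 2 alone moved the difference most. It was -0.244 with a permutation P = 0.12 among genes above 125 RPM in every condition, which leaves few TOP genes. From Fig. 5, the paper concludes that exercise lowered the translational efficiency of the known TOP genes relative to other genes. It relates this to reports of reduced protein synthesis during exercise.

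**Figure D5:**
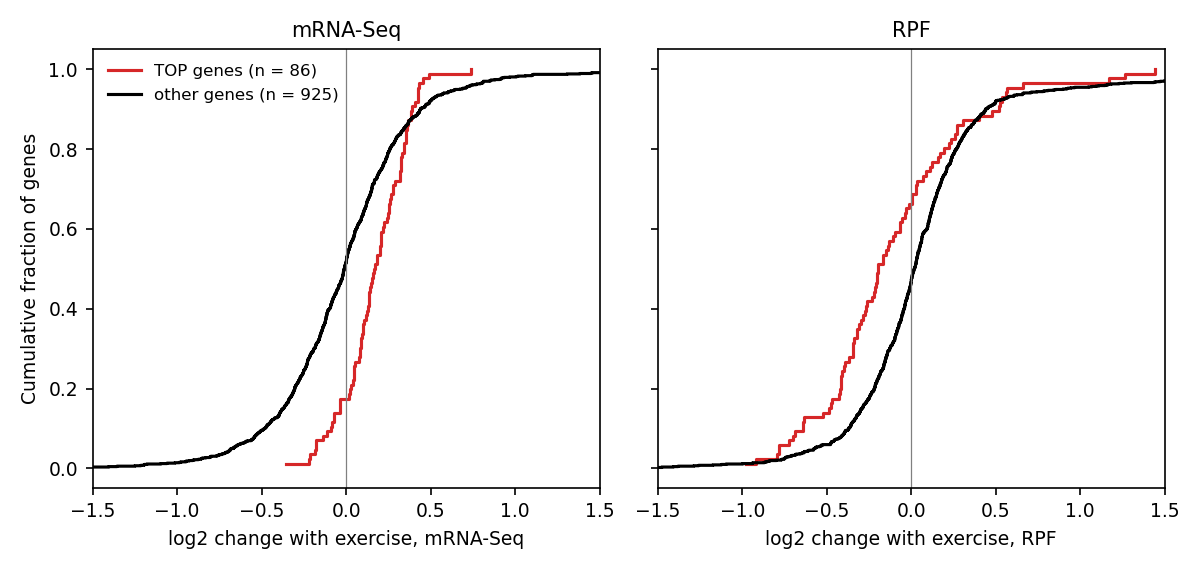
Cumulative fraction of genes against the log2 change with exercise in mRNA-Seq (left) and RPF (right), for the 86 TOP genes (red) and the 925 other genes (black). The TOP curve lies to the right of the other genes in mRNA-Seq (medians 0.167 and -0.010) and to the left in RPF (medians -0.196 and 0.019).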

As exprected, acute endurance exercise decreased translational efficiency of the known TOP genes compared with that in the other genes (Fig 5), which is consistent to previous studies reporting the reduced overall protein synthesis during endurance exercise [7,27]. Taken together with the results and that Slc25a25 mRNA is neither TOP or TOP-like mRNA, the enhanced translation of Slc25a25 could be regulated by unknown factors rather than mTOR signaling.

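None of the 6 annotated protein coding transcripts of Slc25a25 (chromosome 2, 32414487 to 32451445, GRCm38) opens with a cytosine and a run of pyrimidines over the first 5 nt. Their first 10 nt are GCGAGGACGA, CCCGCGCTCG, TCCAGTCGGC, CCGGGATGCT, GACTTCTGCT and AGCAAGTAGC, and the number of pyrimidines before the first purine is 0, 3, 3, 2, 0 and 0. The start GACTTCTGCT has a run of pyrimidines after its first bases, and TOP-like starts of other forms were not searched. The same rule found the motif in only 28 of the 86 genes used as TOP genes, so its absence is weak evidence. The translational efficiency of Slc25a25 rose by 2.074 on the log2 scale after exercise, computed as for the TOP genes, whose median was -0.341. By limma the interaction of assay and exercise for Slc25a25 was 1.93 (standard error 0.773, adjusted P = 0.588), and 1.93 with the replicate number as a block, where the unadjusted value was 0.0325 against 0.0313 (pairing check 0.192 in mRNA-Seq and 0.029 in RPF). Of the alternatives for the TOP genes, replicate 2 alone moved the difference of medians most, from -0.405 to -0.228. The paper counts Slc25a25 among neither the TOP nor the TOP-like genes. From this and the fall in the TOP genes, it proposes that unknown factors other than mTOR signaling could raise Slc25a25 translation.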

**Fig 5:**
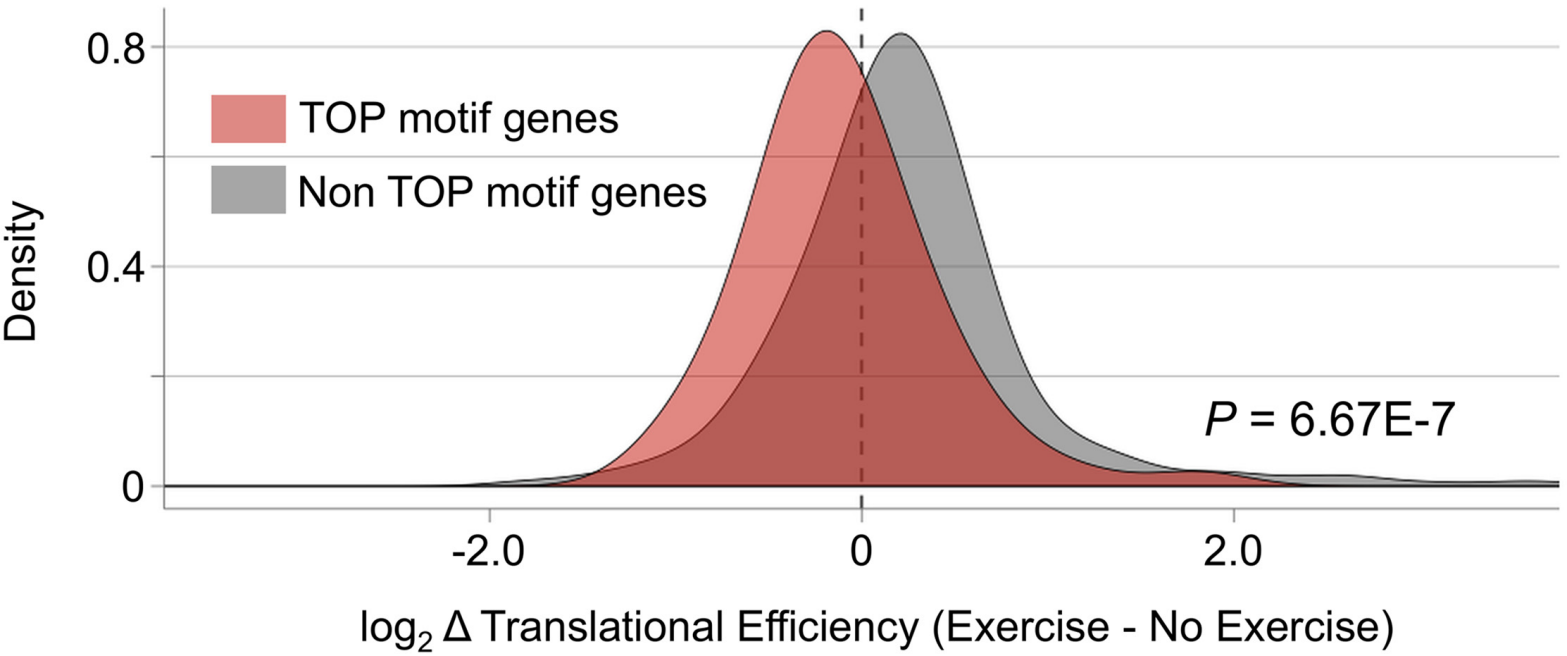
Exercise-induced change in translational efficiency of TOP and non TOP motif genes. Log-transformed translational efficiencies (RPF/mRNA-Seq) and the ratios (exercise/no exercise) were calculated for known TOP motif genes (n = 59) and the other non TOP motif genes (n = 953). Kolmogorov-Smirnov test was used for statistics.

Because Slc25a25 translational up-regulation exceeded the increase in transcription, Slc25a25 protein abundance may be much greater during/after acute endurance exercise than that predicted from the transcription level. To confirm that Slc25a25 protein abundance is regulated mainly by translational change rather than transcriptional change, Slc25a25 protein level was measured by western blotting and the transcript level was validated by real time qPCR (Fig 6A and 6B). Surprisingly, Slc25a25 protein abundance increased by much smaller extent compared with translation or even transcription. Slc25a25 transcript level showed approximately 7 fold increase immediately after exercise, which is comparable to the fold increase observed in mRNA-Seq. However, Slc25a25 protein expression increased by only approximately 2 fold immediately after and post 1 h of exercise even though its translation level rose by approximately 18 fold (Fig 4). These results imply the effect of post-translational regulation, such as protein degradation.

**Fig 6:**
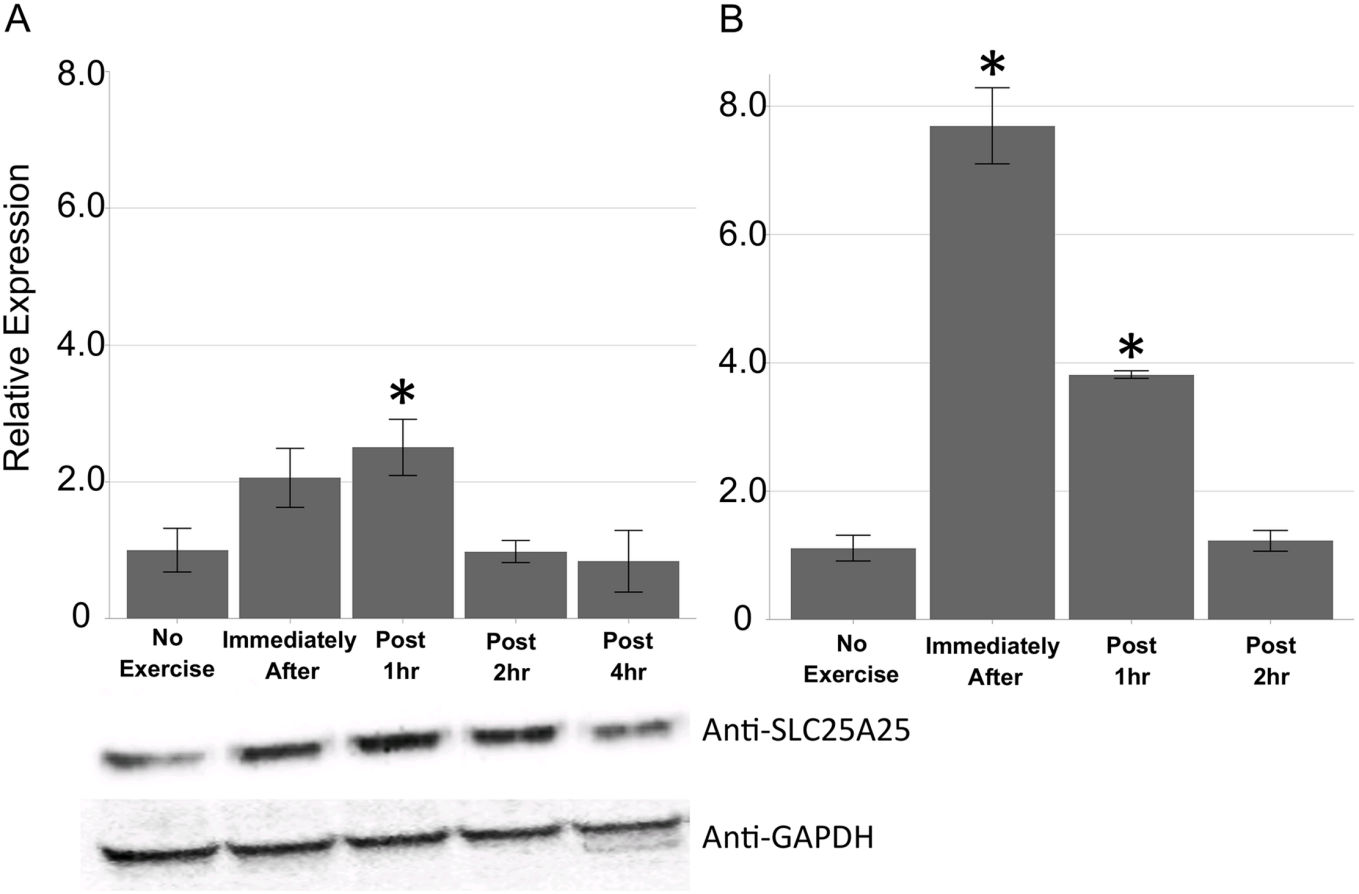
Quantification of transcription and protein levels of Slc25a25. (A) Slc25a25 protein abundance was analyzed by western blotting (n = 6). Mean ± SE. One-way ANOVA with Tukey (* *P* < 0.01). (B) Slc25a25 mRNA level was measured by real time PCR (n = 6). Mean ± SE. One-way ANOVA with Tukey (* *P* < 0.01).

To account for the striking discrepancy between the translation and protein level, we next investigated key players of post-translational regulation, especially protein degradation. Atrogin1 and MuRF1, well-recognized regulators in muscle protein degradation, were examined. Mmp2 and Nrf2 also have been known to have critical roles in cation-mediated proteolysis and proteasome-mediated protein degradation, respectively [28,29]. Both genes are induced by exercise stimuli [6,30,31]. Because Slc25a25 protein is a mitochondrial protein, genes regulating proteolysis in mitochondria, Yme1l1, Immp2l, and Pmpca, were also investigated. Yme1l1 is located in mitochondrial inner membrane and functions as ATP-dependent protease. Immp2l and Pmpca are both responsible for presequence cleavage, though Immp2l is present in inner membrane and Pmpca is found in mitochondrial matrix [32]. We observed that a single bout of exercise immediately increased expression of Nrf2 (approximately 3 fold increase) at statistically significant level and Mmp2 (approximately 2 fold increase) not statistically significant, though Atrogin1 and MuRF1 showed decreased tendencies but not at statistically significant levels (Fig 7). Although the mitochondrial genes, Immp2l, significantly decreased its expression at 1 h after exercise, the expressions of Pmpca and Yme1l1 increased at 2 h post exercise (Fig 7).

**Fig 7:**
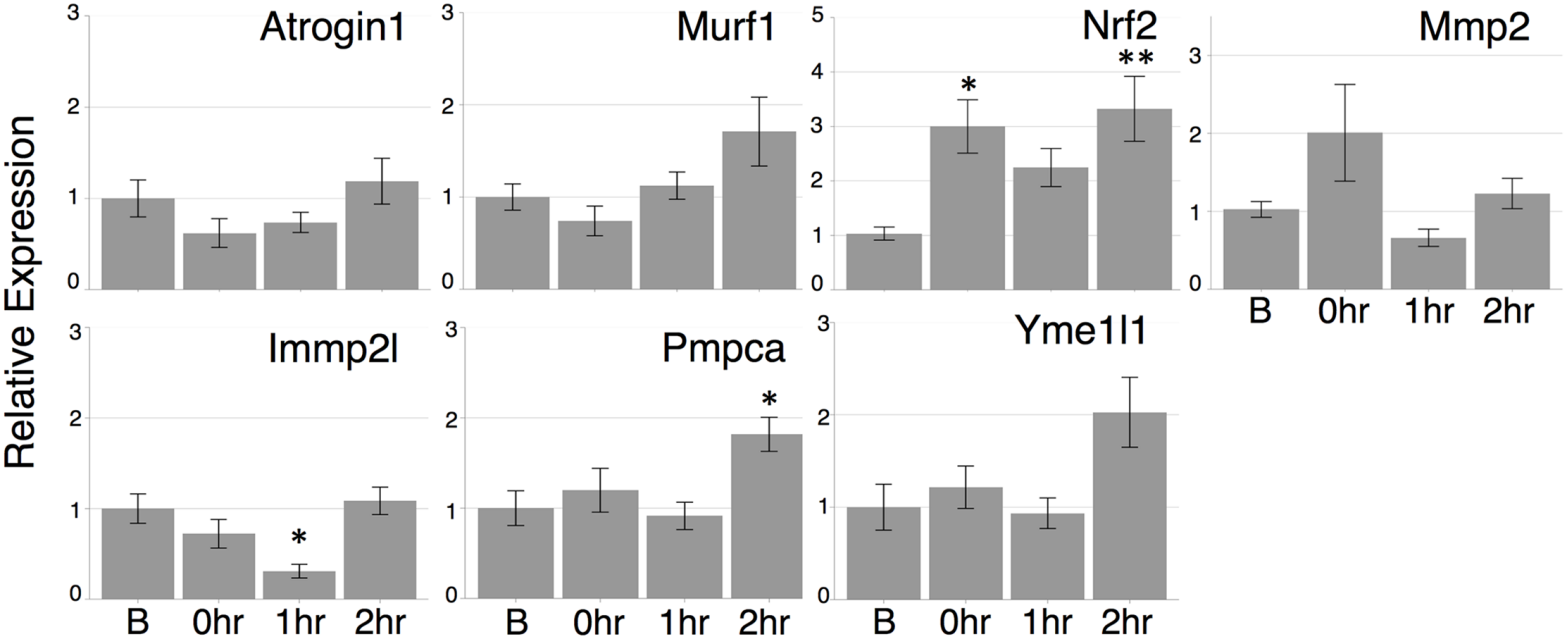
Measurements of the expression levels of proteolysis related genes. Genes related to proteolysis were measured by real time qPCR (n = 6). Mean ± SE. One-way ANOVA with Tukey (** *P* < 0.01, * *P* < 0.05).

To further investigate the strength of the association among Mmp2, Nrf2, Slc25a25 mRNA, Atrogin1, MuRF1, Immp2l, Pmpca, Yme1l1 and Slc25a25 protein, we conducted a correlation analysis and multiple regression analysis (Fig 8, Table 1). Interestingly, contribution of Slc25a25 mRNA to Slc25a25 protein abundance was weak throughout the 3 different time points (Fig 8). On the other hand, multiple regression analysis suggested that Nrf2 and Immp2l had negative effects on Slc25a25 protein abundance, though Pmpca was positively associated with Slc25a25 protein abundance (Table 1)

**Fig 8:**
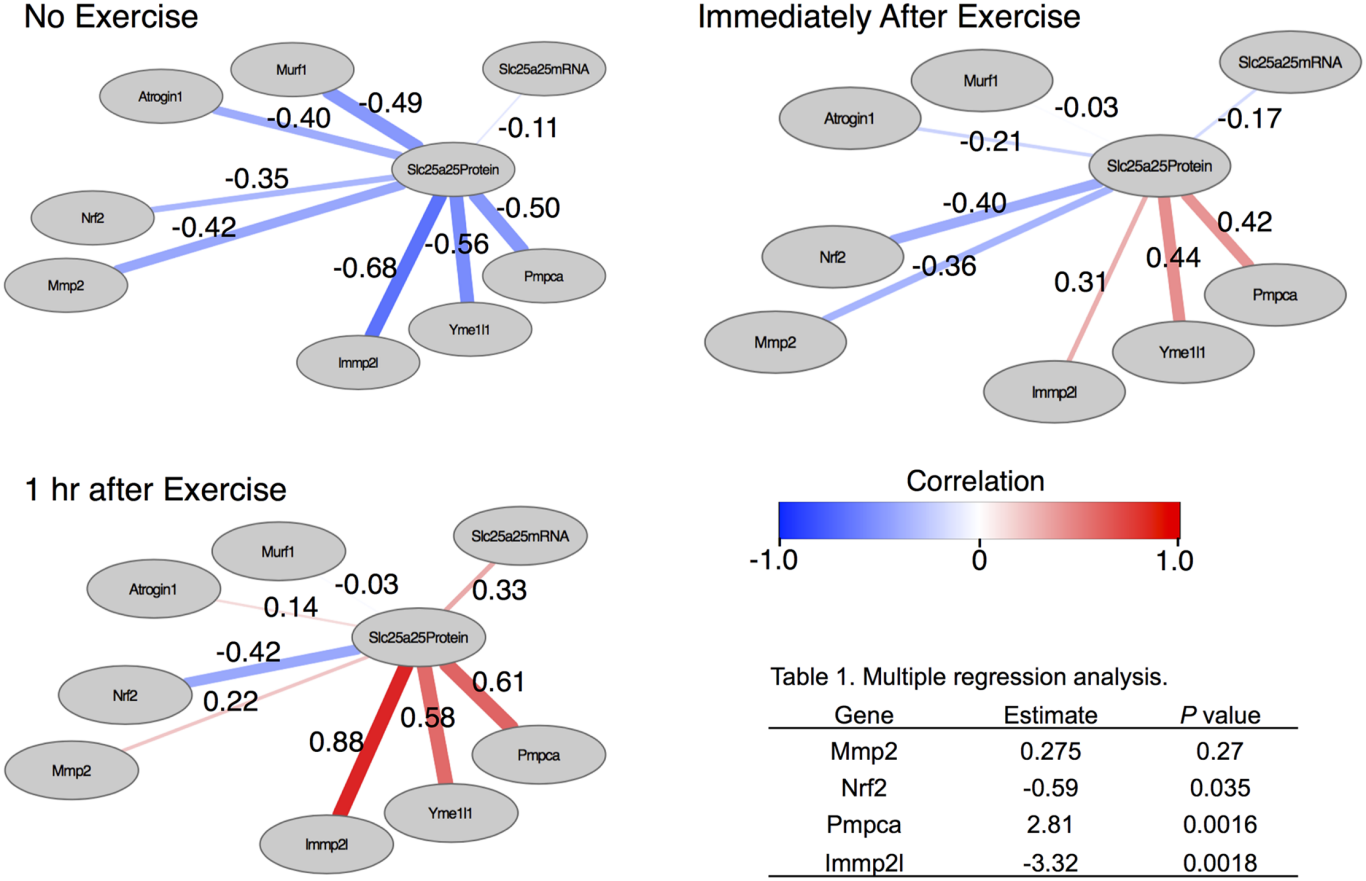
Correlation and multiple regression analyses. Association strength was measured among the protein abundance of Slc25a25 and gene expressions of Slc25a25, Mmp2, Nrf2, Atrogin1, MuRF1, Immp2l, Yme1l1, and Pmpca using simple correlation analysis and multiple linear regression analysis (Table 1). In the table of the regression analysis, an estimated coefficient of each gene and a corresponding *P* value are shown.

**Table 1:** Multiple regression analysis.

Gene	Estimate	*P* value
Mmp2	0.275	0.27
Nrf2	-0.59	0.035
Pmpca	2.81	0.0016
Immp2l	-3.32	0.0018

## Discussion

We conducted a genome-wide translational analysis using ribosome profiling to investigate the effect of acute endurance exercise on mouse gastrocnemius. However, there are some limitations in the current studies. One is that we could measure the global translational profiles only immediately after the exercise. Moreover, due to relatively smaller total read counts we obtained, we could analyze only highly translated or/and expressed genes. Therefore, we could miss other intriguing regulations that are outside of the current time-courses or below the detection threshold in this study. Another limitation is that ribosome profiling cannot discriminate the translational profile of many mRNAs with monosome (single ribosome on mRNA) from that of single mRNA with polysome (multiple ribosomes on mRNA). Translation of mRNA can be upregulated by either increasing the numbers of translating ribosomes on mRNA or increasing the numbers of mRNAs loaded with a ribosome (or combination of both). However, ribosome profiling cannot distinguish such differences. Therefore, we cannot discriminate whether the currently observed translational upregulation/downregulation were derived from increasing/decreasing ribosomes on mRNA or mRNAs with ribosomes.

Overall, our analysis revealed a remarkable distinction between transcriptional and translational profiles even under a basal resting condition. At translational levels, as other studies have reported that acute endurance exercise could decrease mTOR signaling and therefore reduce protein synthesis [7,8], we consistently observed that TOP-motif genes, prone to the inhibition of mTOR signaling, reduced the translational efficiency. Acute endurance exercise induced dynamic changes both in transcription and translation but with larger extent in translational profiles, exemplified by Slc25a25. Further analyses suggest that transcriptional regulation of Slc25a25 little contributes to Slc25a25 protein abundance but that both translational up-regulation and protein degradation could be the key to maintain Slc25a25 protein abundance in the conditions without and early stages after acute endurance exercise. Although the mechanism for the upregulated Slc25a25 translation is unclear, given the decreased translational efficiencies in the TOP-motif genes, mTOR signaling cascade seems not to be involved in upregulating Slc25a25 translation immediately after acute endurance exercise.

Highly enhanced Slc25a25 translation might be traded off by Nrf2-mediated enhanced proteolysis. Our data showed that acute endurance exercise enhanced Slc25a25 translation by approximately 18 fold. However, the corresponding protein abundance increased only by approximately 2 to 2.5 fold. This huge discrepancy might be explained by promoted proteolysis activity mediated by Nrf2. Nrf2 promotes the gene expression of the components of proteasome complex, including 20S, 19S, and 11S [29]. Increasing cytosolic Nrf2 level is reported to be necessary to increase proteasome activity [33]. In the current study, Nrf2 expression was significantly increased by acute endurance running. As the regression analysis suggested, upregulated Nrf2 might have a role in cancelling the elevated translational levels of Slc25a25.

Our data suggested that Pmpca and Immp2l could have positive and negative impact on Slc25a25 protein abundance, respectively. Both Pmpca and Immp2l are mitochondrial proteins responsible for presequence cleavage, though their functions are different. When nuclear-encoded mitochondrial proteins are imported into mitochondria, Pmpca cleaves them to be properly folded and functionally matured [34,35]. Given that nuclear-encoded Slc25a25 protein has to be processed to properly localize in inner membrane without aggregating or improperly degraded, Pmpca could be responsible for Slc25a25 protein maturation without degradation, supporting the positive effect of Pmpca on Slc25a25 protein abundance. On the other hand, Immp2l, located in inner membrane, has specific target substrates and the defect in Immp2l can lead to increased mitochondrial ATP levels [36]. Considering that the loss of Slc25a25 results in decreased mitochondrial ATP levels [25] (i.e., the phenotype is negatively correlated with that of Immp2l deficiency), as suggested in the current analysis, Immpl2 might have a negative influence on Slc25a25 protein abundance.

To our knowledge, this is the first preliminary study to investigate the effect of exercise on genome-wide translation of skeletal muscle and to focus on the translational regulation of individual genes. Translational profiles significantly differed from those of transcription even under the basal state. The results suggest that acute endurance exercise can enhance the translation of Slc25a25. However, the regression analysis also suggests that Slc25a25 protein degradation may also have a role in maintaining Slc25a25 protein abundance especially early after acute endurance exercise. Because of decreasing running cost of next generation sequencer, it is now easier to apply genome-wide analysis, which enables us to examine translational regulation of individual genes. Some of them can be largely regulated by the intensively characterized mTOR signaling cascades. However, translation of other genes can be mediated by many other known and unknown translational regulators, such as mRNA secondary structure and associated proteins, microRNA, translation speed, or translational stall. We believe that more focus on individual translational regulation would shed novel light on underlying mechanisms of muscular adaptation to exercise.

## Supporting Information

S1 Fig Reproducibility of mRNA-Seq and ribosome profiling. Pearson correlations of biological replicates (log_2_ scale aligned reads) are shown for the skeletal muscle without exercise (No Exercise) or immediately after a single bout of exercise (Exercise). RPM: Reads Per Million.
(PDF) Click here for additional data file.

S2 Fig Validity of ribosome profiling data. Triplet periodicity of RPF for the biological replicates is shown for the skeletal muscle without exercise (No Exercise) or immediately after a single bout of exercise (Exercise). The ratio of the read counts corresponding to one of the coding frames were calculated. The main coding frame is represented by “0”. Mean ± SD.
(PDF) Click here for additional data file.

S3 Fig Transcriptional or translational changes with or without exercise. 

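An MA plot sets the log2 ratio of exercise to no exercise of each gene against its mean log2 RPM. Over the 1011 genes the ratio had an SD of 0.451 in mRNA-Seq and 0.585 in RPF after scaling. The scaling factors of the trimmed mean of M-values were 1.02 and 1.01 in mRNA-Seq without exercise, 0.918 and 1.06 after exercise, 0.999 and 0.933 in RPF without exercise, and 1.12 and 0.962 after exercise.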

Log-transformed expression ratio was compared using MA plot targeting genes with more than 125 RPM (n = 1011). Differentially expressed genes (*P* < 0.01) were determined by edgeR and colored in red.

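The authors used edgeR, a model of read counts that includes counting noise, while the RPM were tested by limma on the log2 scale. Among the genes with an unadjusted P under 0.01 by limma, 22 in transcription and 24 in translation, the direction was up for 15 and 16. The numbers were 39 and 18 with the replicate number as a block, beside pairing check correlations of 0.192 and 0.029. All 26 genes and all 37 genes with a P of the paper under 0.01 changed in the same direction in the limma fits. Without scaling of the RPM, 18 genes in transcription (9 up, 9 down) and 24 in translation (21 up, 3 down) had an unadjusted P under 0.01 by limma. The balance of directions thus depended on the scaling.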

(PDF) Click here for additional data file.

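S1 Table gives, for the 100 genes with the smallest P of the paper in each assay, the RPM of each replicate, the P and the q, which is the P adjusted for the number of genes tested. Its RPM were identical to those of the files for all 100 genes of either assay. The paper's q is under 0.05 for 10 genes in transcription and 20 in translation. The limma fits gave 6 genes in transcription and none in translation with an adjusted P under 0.05. The smallest P of the paper in transcription is that of Ddit4, 2.27e-15, with 0 and 0.882 RPM without exercise and 34.1 and 36.7 RPM after exercise. In translation it is that of Nlrp4b, 4.43e-19, with 72.4 and 64.0 RPM without exercise and 655.5 and 728.3 RPM after exercise.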

S1 Table Top 100 genes and the corresponding expression (RPM) analyzed in differential expression analysis are listed. (XLSX) Click here for additional data file.

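S2 Table lists pathways in which the genes with a P of the paper under 0.01 in transcription are over-represented, with the P of a hypergeometric test after Benjamini-Hochberg correction. The test asks whether a pathway holds more of the 26 genes than a random draw of as many genes would. It lists amino acid synthesis and interconversion, alanine, aspartate and glutamate metabolism, Fc epsilon receptor signaling, MAPK signaling and the innate immune system, with the smallest P for the amino acid pathways.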

S2 Table Pathway enrichment in the differentially regulated genes at transcription level. (XLSX) Click here for additional data file.

S3 Table Pathway enrichment in the differentially regulated genes at translation level. 

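The pathways of S3 Table come from the 37 genes with a P of the paper under 0.01 in translation, tested in the same way. They are the innate immune response to cytosolic DNA, generic transcription, alanine, aspartate and glutamate metabolism, ion channel transport, the ER-phagosome pathway, glucose metabolism and the innate immune system. Alanine, aspartate and glutamate metabolism and the innate immune system are also listed in S2 Table, the latter with the largest corrected P of that table. Of the 37 genes, 7 are also among the 26 genes of the transcription list.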

(XLSX) Click here for additional data file.

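S4 Table gives enrichment scores of gene ontology terms among the known TOP genes above 125 RPM, which measure how strongly a term is over-represented. The terms are the structural constituents of the ribosome, translational elongation, translational initiation and ribosome biogenesis, with the highest score for the ribosome. Among the 86 genes used as TOP genes here, 76 encode ribosomal proteins and the rest are translation factors and a few other known TOP genes.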

S4 Table Gene ontology enrichment in the known TOP motif genes that expressed in the current study (> 125 RPM). (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

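Gastrocnemius of mice without exercise and immediately after 60 min of treadmill running was studied by mRNA-Seq and ribosome profiling, with 2 biological replicates per condition and 3 mice pooled per replicate. The authors sequenced the libraries on an Ion PGM, removed reads shorter than 24 nt, aligned the rest to coding sequences of GRCm38 with 25 nt added upstream of the start codon, kept the best hit of reads with several hits, and divided the reads of each gene by all aligned reads. The deposited values are therefore RPM per gene and replicate, and a gene with no read in a replicate is not listed in its file. The removal of rRNA from the RPF samples, the alignment and the choice among several hits were made by the authors before the files were deposited and cannot be varied from them.

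In each replicate every RPM was a whole multiple of the value of 1 read, with a largest offset of 0.0084 reads, so the reads behind each value were recovered. The value of 1 read lay between 0.873 RPM in mRNA-Seq exercise replicate 2 and 3.09 RPM in RPF exercise replicate 2. The 8 libraries held between 324056 and 1145365 aligned reads. The median was 755595 in mRNA-Seq without exercise, 1027741 in mRNA-Seq after exercise, 560378 in RPF without exercise and 554875 in RPF after exercise. The smallest value that 3 reads can show was between 2.62 and 9.26 RPM. Intervals for single values are 95% Wilson intervals from the reads. The conditions and the replicate numbers were taken from the sample labels and the paper.

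Genes absent from a file were given 0 RPM. Genes with a mean above 125 RPM in at least 1 of the 4 conditions were kept, which gave 1011 of 21302 genes. RPM were scaled within each assay by an unweighted trimmed mean of M-values, with 30% of the M-values and 5% of the A-values trimmed at each end. Tests were made on log2(scaled RPM + 1) with limma 3.58.1 in R 4.3.3, with an intensity trend in the empirical Bayes step. The authors used edgeR on read counts. Here edgeR was not used, and limma on the deposited RPM takes its place. The reads recovered from the RPM were not entered in the limma fits. Whether tests on those reads would give other numbers of genes was not examined. Transcription and translation were fitted separately over the 4 samples of each assay, and genes with an unadjusted P under 0.01 were counted as in the paper, with Benjamini-Hochberg adjusted values beside them. The change of translational efficiency was tested as the interaction of assay and exercise over all 8 samples, and RPF was compared with mRNA-Seq without and with exercise at an adjusted P under 0.05. The total degrees of freedom were 19.98 in the transcription fit and 3.96 in the translation fit, since the spread between replicates varied more among genes in RPF. With 2 replicates against 2, an exact permutation test cannot give a P below 0.333.

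The other calculations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. For the minimum RPM, genes between 5 and 250 RPM were placed in bins of 50 genes, and the SD of the replicate fraction was set against that of reads divided at random between the 2 libraries by their depth. The calculation of the random division and of the SDs was revised after results had been seen, so that bins with few distinct read numbers are treated alike in both SDs and bins with equal fractions have an SD of exactly 0. These revisions changed the number of bins above the prediction and left the limits of RPM unchanged. TOP genes were compared with the other genes by the difference of medians, a permutation test with 100000 resamples of the genes and the Kolmogorov-Smirnov test. The list of TOP genes holds cytosolic ribosomal protein genes, translation factors and a few other known TOP genes. It was written before the files arrived, because the list of the paper was not in the files analysed here. Gene names, coordinates, coding sequences and 5′ untranslated regions come from GENCODE M21, an annotation of GRCm38, the build the authors used. Sequence matches to other coding sequences and to annotated structural RNAs were found with blastn 2.17.0. Figures were drawn with matplotlib 3.10.9.

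The limma fits were tested on simulated data in which 200 genes were changed. They recovered 92.5% of them in transcription, 94.5% in translation, 83.0% in translational efficiency and 97.0% between the assays, and called between 0.25% and 0.99% of the unchanged genes. The planted changes were large, of a size that 6 of the 1011 genes exceeded with exercise in mRNA-Seq and 14 in RPF. Every simulated gene also had the same relative spread beyond counting, unlike the genes in RPF. The rates thus do not measure how many smaller changes the fits to the real samples would find. The test of TOP genes was tested on simulated data with a planted rise of 1 on the log2 scale for 200 genes and gave 1.021. Among 100 random gene sets, 7 had a permutation P under 0.05.

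The genes named in the text were chosen by a rule set before the files arrived. They are every gene the paper names, the 5 genes in each assay with the largest change among those with a P under 0.01 and replicates that do not overlap, the 5 genes with the smallest P of the paper for each assay in S1 Table, the 3 genes in each assay with a P under 0.01 whose exercise replicates differ most, and the 3 genes with the smallest P of the interaction. Genes in the closing part on flagged results, and the 7 genes shared by both assays in S1 Table, are named as complete sets or as the gene flagged.

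The alternatives covered the pseudocount (0.1 and 5 in place of 1), the scaling (none, or median ratios), the filter on RPM, the intensity trend, the replicate number as a block, each replicate left out in turn, all samples in one model, the measure of distance, the scaling of genes in the principal component analysis, the TOP list and its comparison genes, and the bins and predicted SD for the minimum RPM. Leaving out Actr5, and the replicate block for the TOP genes, were added after the data had been seen. The pairing of replicate numbers was checked by the correlation of the deviations of equally numbered samples from their condition means. In the interaction of assay and exercise, the block joins equal numbers of both groups and does not give each pool its own term. The main interaction fit takes all samples as independent, although mRNA-Seq and RPF came from the same lysates. The triplet periodicity, the peak at the start codon, the western blotting, the qPCR and the regression analysis need data that are not in the files analysed here and were left out. The pathway and gene ontology enrichment was left out because the gene lists of the databases are not at hand.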

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

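Actr5 is flagged because it took on average 12.9% of the RPF reads, while the paper does not discuss it. Its share was 10.9% and 16.7% in the RPF replicates without exercise and 7.97% and 15.8% after exercise, the largest of any gene in each of these libraries. In mRNA-Seq it had 23.9, 200.2, 54.9 and 626.9 RPM. Over the 4 pools of mice the RPF value was between 252 and 4580 times the mRNA-Seq value. The excess was present in every RPF library, but the files hold 1 value per gene, so reads from one short place in the gene cannot be told apart from reads along it. The longest exact match of its coding sequence to another annotated coding sequence was 23 nt. No gene shared 24 nt, the minimum read length. Reads that match another annotated coding sequence exactly thus do not explain the values, and shared reads with mismatches were not searched. The longest exact match to an annotated structural RNA was 11 nt, but 28S rRNA is not in the annotation, and the pattern cannot be told apart from a fragment of it. The predictions on structural RNA and on one short place were written only after the values had been seen, that on shared reads before. A fragment captured by the RPF protocol may be the source, with no biological explanation tested.

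A set of 20 genes is flagged because each had more than 5 times the RPM of every other RPF sample in RPF exercise replicate 2, a pattern the paper does not report. The other 3 RPF samples had at most 1 such gene each, and mRNA-Seq no exercise replicate 1 had 5. Vwa5b2, for example, had 2342.2 RPM against 193.6, 274.0 and 131.1. Of the 37 genes with a P of the paper under 0.01 in translation, 15 had an exercise replicate 2 more than 5 times replicate 1. The library is the least deep, with 324056 aligned reads. Binomial sampling of the shares of the other libraries allowed the reads of 2 of the 20 genes, so counting noise accounts for few of them. All 20 genes stayed above 5 times after Actr5 was left out. With 7.97% to 16.7% of the reads of an RPF library, Actr5 could change these ratios only slightly, so this test could hardly fail. The mRNA of these genes was no higher in the same mice (permutation P = 0.79), and the GC content of their coding sequences was like that of the other genes (permutation P = 0.99). Their coding sequences were longer, with a median of 2592 nt against 1234 nt (permutation P = 0.0026). An exact match of 16 nt or more to an annotated structural RNA was found in 2 of the 20 genes and 26 of 961 others (Fisher's exact P = 0.11), and 28S rRNA could not be searched. The predictions on counting noise and structural RNA were written after the pattern had been seen, the others before. Length and fragments of structural RNA remain as possible explanations, and because the pattern lies in 1 of 2 exercise replicates it cannot be put down to exercise.

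The 13 mitochondrially encoded genes are flagged because their summed RPF value was 1.34 times higher after exercise, which the paper does not report. They held 2.35% and 2.53% of the RPF reads without exercise and 3.30% and 3.25% after exercise. In 12 of the 13 genes both exercise replicates lay above both no exercise replicates, and the ratios ranged from 1.07 to 1.88. These values are RPM before scaling. After scaling the log2 changes ranged from -0.004, in mt-Nd5, to 0.788, in mt-Nd6, so mt-Nd5 no longer rose. After leaving out Actr5 the ratio was 1.31, so the share of Actr5 does not account for it. The ratio in mRNA-Seq was 0.974, so the mRNA level does not either. The share was not ordered by depth over the 4 RPF libraries (Spearman rho 0.4, too few libraries for a test). The difference between the means was 4.65 times the larger gap between replicates, but with 2 pools of mice per condition an exact test cannot go below a P of 0.333, and a difference between pools cannot be excluded. The predictions on mRNA and on the pools were written after the values had been seen, those on Actr5 and depth before. In mRNA-Seq the same genes held 35.1% to 42.37% of the reads. Whether their reads in the RPF libraries came from ribosomes was not examined. A rise of mitochondrial translation with exercise is thus only a candidate explanation, and it cannot be told apart from a difference between the pools. In the separate limma fit no single gene of the 13 had an adjusted P under 0.05.

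Genes below the filter of 125 RPM are flagged because, in fits without the filter, 11 of them in transcription and 7 in translation had an adjusted P under 0.05 by limma. In transcription Arrdc2 rose in both replicates, with a log2 fold change of 3.726 (standard error 0.565, limma adjusted P = 4.46e-07), from 8 reads without exercise to 74 after exercise. In this unfiltered transcription fit the P values match a normal distribution, so the replicate spread of the single gene had almost no weight. Adam8 passed (limma adjusted P = 0.000813) although its mRNA-Seq replicates without exercise had 100.7 and 7.94 RPM. In translation Tob2 rose from 26 to 135 reads, a log2 fold change of 2.099 (standard error 0.335, limma adjusted P = 0.000943), and Errfi1 from 11 to 84 reads, with both exercise replicates above both no exercise replicates in each gene. Mt1 and Mt2 passed in both assays. The pooled reads of 1 of the 18 cases lay within binomial sampling of a shared level, so counting noise remains for that case. In 10 of the 18 cases the replicates of a group differed more than 2 fold, as in Gp1bb with 197.5 and 45.9 RPM without exercise. Arrdc2 is also among them, with 0 and 7.06 RPM in mRNA-Seq without exercise. Both predictions were written after the values had been seen. A response to exercise is a candidate explanation for the rest, and a difference between 2 pools of mice cannot be told apart from it.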

How the results depend on the processing

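The main choices and 170 of the alternatives were set before the processed files arrived. The others, the replicate block for the TOP genes and leaving out Actr5, were chosen after seeing the data. Of 178 alternatives, 113 left a result within its limits, 64 moved it and 1 weakened it. For values with no test these labels mark the size of a move and not its direction. The ratio of the exercise shifts fell below 1 under 2 of the alternatives that moved it, and so reversed which assay changed more. The Slc25a25 fold change in translation stayed within its replicate SD under all 10 alternatives. Leaving out Actr5 was run only for the limma counts of genes and the Slc25a25 fold changes, and it moved none of these.

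The filter on low RPM moved the counts of genes most. Without it, 220 genes in transcription, 172 in translation and 126 in translational efficiency had a P under 0.01. Between the assays, 2697 of 19924 genes differed without exercise and 3280 of 20042 with exercise. The fits then include many genes with few reads, whose spread the trend shares. With genes above 125 RPM in every condition of the fit the counts were 13, 14, 9, 185 and 173. The genes tested were then 452, 643, 280, 307 and 300. Between the assays the share that differed also fell, from 829 and 836 of 1011 genes, so fewer genes entering is not the only cause. With genes above 125 RPM in at least 1 sample, transcription gave 14. At an adjusted P under 0.05 the counts were 6 in transcription and 0 in translation and in translational efficiency. Without scaling, translational efficiency gave 13 genes. The replicate block gave 39 genes in transcription against 22 without it, where the check of the pairing gave a correlation of 0.192. Translation gave 18 against 24, with a check of 0.029, and translational efficiency 20 against 21. Leaving out single replicates gave from 4 to 30 genes in transcription and from 7 to 55 in translation, over 4 fits each, and from 9 to 42 in translational efficiency, over 8 fits. The spread rests on 2 replicates per group. The highest of these counts in translation and translational efficiency came without RPF exercise replicate 1, where replicate 2 stands alone for exercise and the spread comes from the replicates without exercise.

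The Slc25a25 fold change in transcription ranged from 2.56 to 9.24 when single replicates were left out, since its 6 and 5 reads without exercise limit it. The replicate correlations rose to 0.974, 0.980 and 0.985 with a pseudocount of 5, which compresses low values, in mRNA-Seq without and with exercise and RPF without exercise. With all genes read in both replicates they fell to 0.881, 0.915, 0.919 and 0.880 in mRNA-Seq and then RPF, as low genes enter. The Spearman rho was 0.964 and 0.877 in RPF.

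PC1 accounted for 79.73% without scaling, 80.49% with genes above 125 RPM in at least 1 sample, 64.28% with those above it in every condition and 91.89% with genes centred only, which gives genes that differ between the assays more weight. PC3 accounted for 4.49%, 7.02% and 1.69% under the last 3 of these. Leaving out single samples gave 81.02% to 82.10% for PC1 and 4.22% to 4.88% for PC3. The ratio of the exercise shift in translation to that in transcription was 0.90 as a median absolute log2 change, which takes no account of the genes with large changes, and 0.93 without mRNA-Seq no exercise replicate 2, where replicate 1 stands alone for its condition, against 1.30 in the main setting. With single samples left out it ranged up to 1.94. The TOP difference weakened to -0.244 (permutation P = 0.12) with genes above 125 RPM in every condition, where 6 TOP genes remained. The RPM from which the replicate SD exceeds the counting SD was 124.8 with 1/sqrt(RPM), 15.0 with bins of 100 genes, 154.5 with the scaled median absolute deviation and 80.9 in RPF without exercise. The replicate block was not run because it has no meaning for the replicate correlations, the principal components and the minimum RPM, which come from no test of exercise.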

Differences from the paper's values

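For translation, limma gave 24 genes with an unadjusted P under 0.01, against the paper's 37. Of the alternatives set before the files arrived, a pseudocount of 0.1 (29 genes), a pseudocount of 5 (26), median ratio scaling (25), genes above 125 RPM in at least 1 sample (28), all 8 samples in 1 model (30), and the fits without RPF exercise replicate 1 (55) or replicate 2 (33) came within 1.5 times the paper's count. No scaling (24), no filter (172), 125 RPM in every condition (14), no trend (23), the replicate block (18), the fits without RPF no exercise replicate 1 (10) or replicate 2 (7), an adjusted P (0) and non-overlapping replicates (24) did not.

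The RPM from which the variation between RPF exercise replicates stays above that from counting was 28.7, against the paper's 125. With an expected SD of 1/sqrt(RPM) it was 124.8, and with the scaled median absolute deviation 154.5, which are within 1.5 times the paper's value. With bins of 100 genes (15.0) and in the RPF replicates without exercise (80.9) it was not.

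The number of genes with an adjusted P under 0.05 in transcription was 6, against the paper's 10 with a q under 0.05 in S1 Table. Median ratio scaling (7 genes) and leaving out Actr5 (7 genes, added later) came within 1.5 times it. So did the fit without mRNA-Seq no exercise replicate 2, where replicate 1 stands alone for its condition. The other alternatives did not. In translation it was 0 against the paper's 20. Only the fit with no filter on low values (25 genes) came within 1.5 times the paper's number.

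The paper describes the change of Slc25a25 as significantly different between transcription and translation. The limma interaction had an unadjusted P of 0.0313 and an adjusted P = 0.588. The paper places translation above transcription in the size of the exercise-induced change. The ratio of distances was 1.30, and the ratio of the median absolute log2 changes was 0.90. The Kolmogorov-Smirnov test of 86 TOP genes against 925 other genes gave P = 2.77e-09, smaller than the paper prints in Fig. 5 for its own list of TOP genes. Without RPF no exercise replicate 2 the test gave P = 4.75e-07, the nearest to the paper's among the alternatives set before the files arrived.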

Other observations

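The larger fold change of Slc25a25 in translation than in transcription was tested against counting noise, since the no exercise samples held 5 to 11 reads. Simulated reads with 1 fold change of 13.3 shared by both assays gave a ratio of fold changes as large as the observed 4.69 in 0.00054 of 100000 draws, so counting noise alone is not enough. The prediction was written before the result was seen. The spread between replicates was tested by the interaction of assay and exercise in limma, with a prediction written after the fit had been seen. Its unadjusted P of 0.0313, with a log2 difference of 1.93 and an adjusted P = 0.588, leaves the spread between replicates as an explanation. The unadjusted limma P was 0.0556 with a pseudocount of 0.1 and 0.00729 with a pseudocount of 5. The log2 difference lay between 1.115 and 2.739 when single samples were left out. The pairs of replicates showed the larger rise in RPF in 2 of 2 cases.

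The lower translational efficiency of the TOP genes was tested against properties of the genes, with predictions written before the results were seen. The difference of medians was -0.405 against all other genes. It was -0.356 against 251 genes matched in mRNA-Seq RPM, -0.420 against 250 genes matched in length of the coding sequence, -0.379 against 332 genes matched in GC content, and -0.410 without RPF exercise replicate 2. The permutation P was 1e-05 against all other genes and against each matched set, the smallest that 100000 resamples can give. With each sample left out in turn, the difference ranged from -0.467 to -0.255. It was weakest without mRNA-Seq exercise replicate 1. A fall of the translation of these genes with exercise remains as a hypothesis, found and tested on the same data, with genes rather than mice as the units of the test. The change in translational efficiency came from both assays, with mRNA-Seq up in 71 of 86 genes and RPF down in 57 of 86, and the paper does not report the assays separately.

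Some genes with many mRNA-Seq reads had few RPF reads. B4galt4 had 24810 ± 352 RPM (SD, n = 2) in mRNA-Seq without exercise and 39090 ± 16200 RPM (SD, n = 2) after exercise, but 2.62 ± 0.937 and 17.8 ± 5.37 RPM (SD, n = 2) in RPF. Dhrs2 rose from 131.5 ± 20.1 to 389.8 ± 178.0 RPM (SD, n = 2) in mRNA-Seq and Olfr924 fell from 154.5 ± 123.0 to 24.8 ± 11.6 RPM (SD, n = 2), and neither had an RPF read.

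The paper measured several genes of proteolysis by qPCR in single mice. In the pooled samples, Nfe2l2, the gene of Nrf2, rose from 10.2 ± 3.11 to 25.7 ± 0.651 RPM (SD, n = 2) in mRNA-Seq and from 28.5 ± 1.52 to 68.8 ± 16.2 RPM (SD, n = 2) in RPF. Mmp2 had 11.9 ± 1.89 and 10.8 ± 4.44 RPM (SD, n = 2) in mRNA-Seq, and 184.3 ± 6.18 and 213.6 ± 18.4 RPM (SD, n = 2) in RPF. Fbxo32, the gene of Atrogin1, had 15.88 ± 11.2 and 10.17 ± 6.61 RPM (SD, n = 2) in mRNA-Seq. In RPF it had 114.4 ± 31.8 and 108.9 ± 18.8 RPM (SD, n = 2). Trim63, the gene of MuRF1, had 62.22 ± 9.28 and 54.48 ± 24.2 RPM (SD, n = 2) in mRNA-Seq. In RPF it had 254.8 ± 20.2 and 273.6 ± 7.26 RPM (SD, n = 2). Pmpca had 33.1 ± 1.91 and 33.3 ± 2.64 RPM (SD, n = 2) in mRNA-Seq, and Yme1l1 10.59 ± 3.73 and 14.89 ± 2.41 RPM (SD, n = 2). In RPF, Pmpca had 122.8 ± 4.97 and 164.1 ± 18.2 RPM (SD, n = 2), and Yme1l1 61.8 ± 3.87 and 99.0 ± 30.9 RPM (SD, n = 2). Immp2l had at most 6.11 RPM in any mRNA-Seq sample and 3.91 RPM in any RPF sample, which is close to the smallest value the depth can show.

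Actb, the internal control of the qPCR, had 402.5 ± 22.0 and 561.6 ± 74.4 RPM (SD, n = 2) in mRNA-Seq without and with exercise. Its log2 fold change was 0.518 (standard error 0.244, limma adjusted P = 0.714, unadjusted 0.0466). Gapdh had 7543 ± 839 and 5904 ± 611 RPM (SD, n = 2) in RPF, a log2 fold change of -0.455 (standard error 0.094, limma adjusted P = 0.360). Its interaction of assay and exercise was -0.879 (standard error 0.245, limma adjusted P = 0.354), so neither passed the correction.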
